# BET activity plays an essential role in control of stem cell attributes in *Xenopus*

**DOI:** 10.1242/dev.202990

**Published:** 2024-07-03

**Authors:** Paul B. Huber, Anjali Rao, Carole LaBonne

**Keywords:** Bromodomain, Brd4, Histone Acetylation, Pluripotency, Stem cell, *Xenopus*, Neural crest

## Abstract

Neural crest cells are a stem cell population unique to vertebrate embryos that retains broad multi-germ layer developmental potential through neurulation. Much remains to be learned about the genetic and epigenetic mechanisms that control the potency of neural crest cells. Here, we examine the role that epigenetic readers of the BET (bromodomain and extra terminal) family play in controlling the potential of pluripotent blastula and neural crest cells. We find that inhibiting BET activity leads to loss of pluripotency at blastula stages and a loss of neural crest at neurula stages. We compare the effects of HDAC (an eraser of acetylation marks) and BET (a reader of acetylation) inhibition and find that they lead to similar cellular outcomes through distinct effects on the transcriptome. Interestingly, loss of BET activity in cells undergoing lineage restriction is coupled to increased expression of genes linked to pluripotency and prolongs the competence of initially pluripotent cells to transit to a neural progenitor state. Together these findings advance our understanding of the epigenetic control of pluripotency and the formation of the vertebrate neural crest.

## INTRODUCTION

The neural crest is a cell population unique to vertebrates which is distinguished by its broad multi-germ layer developmental potential (Le Douarin and Dupin, 2014). These cells have the ability to contribute to a diverse array of highly specialized cell types which are concomitant with vertebrate-specific features, including bone and cartilage of the craniofacial skeleton, sensory neurons and glia of the peripheral nervous system, and pigment-producing melanocytes (Martik and Bronner, 2017; Simões-Costa and Bronner, 2015; Soldatov et al., 2019; York and McCauley, 2020). Understanding the origins and development of neural crest cells, and in particular their stem cell attributes, is essential to understanding the early evolution of vertebrates.

Recent insights into the origins of neural crest cells arose from the observation that much of the transcriptional circuitry that controls their developmental potential is shared with blastula-stage pluripotent cells (Buitrago-Delgado et al., 2015; Lavial et al., 2007; Lignell et al., 2017; Lukoseviciute et al., 2018; Scerbo and Monsoro-Burq, 2020; Schock et al., 2022; Zalc et al., 2021). Transcription factors Snail1, Sox5, FoxD3, Myc and TFAP2 have been shown to play roles in the formation of neural crest and the maintenance of pluripotency in blastula stem cells (Schock et al., 2022). These findings suggest a model in which neural crest cells arose via retention of characteristics of those earlier cells. Consistent with such a model, a requirement for BMP signaling and FGF-mediated MAP kinase signaling have also been found to be shared attributes of pluripotent blastula cells and neural crest cells in *Xenopus* (Geary and LaBonne, 2018; Nordin and LaBonne, 2014). Both cell types are also characterized by low levels of histone acetylation and a requirement for histone deacetylase (HDAC) activity, indicating the important, yet less well studied, roles that epigenetic factors play in these cells (Rao and LaBonne, 2018).

A growing body of work indicates that the regulation of histone acetylation plays a key role in the establishment of the neural crest and the maintenance of stem cell pluripotency (Bogdanović et al., 2012; Esmaeili et al., 2020; Feng et al., 2022; Hezroni et al., 2011; Hu et al., 2014; Karmodiya et al., 2012; Kong et al., 2014; Rao and LaBonne, 2018; Schwenty-Lara et al., 2020; White et al., 2021). HDACs, which act as ‘erasers’ to remove acetyl marks, play a crucial role in the maintenance of pluripotency in cultured embryonic stem cells (ESCs) (Dovey et al., 2010; Jamaladdin et al., 2014; Nieto-Estevez et al., 2021; Sun et al., 2011). In *Xenopus*, inhibition of HDAC activity leads to a loss of blastula-stage pluripotency and neural crest, whereas increasing HDAC1 activity was found to enhance reprogramming to a neural crest cell state (Rao and LaBonne, 2018). If control of histone acetylation is important for pluripotency and neural crest development, a key question is what recognizes these acetylation marks and what consequence that has for gene expression during these key stages of development.

BET (bromodomain and extra-terminal) proteins are a family of epigenetic ‘readers’ of acetylated histones and proteins that translate the state of chromatin into gene expression by recruiting key transcriptional regulatory factors, including TATA-binding protein and the IRF3/p300 and p-TEFb complexes, to their docking sites (Hargreaves et al., 2009; McClure et al., 2013; Peng et al., 2007; Ren et al., 2017). BET proteins, which includes somatic members BRD2, BRD3, BRD4 and the testis-specific BRDT, possess two adjacent bromodomains that bind acetylated lysine residues on histones and other proteins to facilitate transcriptional activation (Wu and Chiang, 2007). Unique to BRD4 is an extended C-terminal region of ∼600 amino acids, and this results in additional functions of BRD4 compared with other BET members, most notably the recruitment of P-TEFb (Hsu and Blobel, 2017). BRD2, BRD3 and BRD4 bind both overlapping as well as distinct places in the genome (Dai et al., 2019; Lotke et al., 2020; Trivedi et al., 2020). Their distinct roles during embryogenesis remain unclear.

Of the BET proteins, only BRD4 has thus far been linked to the regulation of pluripotency or neural crest development (Fernandez-Alonso et al., 2017; Linares-Saldana et al., 2021; Wu and Donohoe, 2015; Zhang et al., 2022). BRD4 has been found to interact with OCT4 in ESCs and can influence regulation of the Nanog promoter (Horne et al., 2015; Wu et al., 2015). BRD4 is essential for post-implantation development in mice and for pluripotency in cultured ESCs, highlighting the importance of BRD4 as a reader of acetylation marks (Gonzales-Cope et al., 2016; Houzelstein et al., 2002; Shi and Vakoc, 2014). More recently, BET protein activity was shown to be required for the specification and maintenance of the epiblast lineage in mice, and BRD4 specifically was shown to activate multiple pluripotency-associated super-enhancers in three mammalian species (Tsume-Kajioka et al., 2022; Zhang et al., 2022).

In this study, we asked whether BET proteins/BRD4 are necessary for the regulation of stem cell attributes in pluripotent blastula or neural crest cells in *Xenopus* to better understand how their roles are conserved or differ across the vertebrate clade, and the extent to which BET activity highlights similar epigenetic mechanisms shared between these two stem cell populations. Here, we report that BET activity is essential for both maintenance of pluripotency in naïve blastula cells and the formation of neural crest cells, similar to HDAC activity (Rao and LaBonne, 2018). We compared the effects of HDAC or BET inhibition on the transcriptome and found that, whereas HDAC inhibition leads to the upregulation of genes which direct multiple lineage states, BET inhibition largely leads to downregulation of target genes at blastula stages. However, in lineage-restricted blastula explants, loss of BET activity leads to an upregulation of pluripotency and neural gene expression, indicating that those cells do not properly exit the pluripotent state and adopt neural features. Moreover, inhibition of BET/BRD4 activity prolongs the competence of initially pluripotent cells to transit to a neural progenitor state.

## RESULTS

### BET activity is required for establishment of neural crest

To determine whether BET protein activity is required for neural crest formation, we treated two-cell-stage *Xenopus laevis* embryos with three different small molecule inhibitors – IBET (I-BET762), JQ1 and AZD5153, all of which specifically block the binding of BET bromodomains to acetylated lysine residues on histones (Filippakopoulos et al., 2010; Mirguet et al., 2013; Rhyasen et al., 2016) – or with vehicle. Treatment with any of these inhibitors resulted in either complete loss or severe reduction of the neural crest markers *snai1* (IBET: 100%, *n*=85; DMSO: 0%, *n*=86), *snai2* (IBET: 100%, *n*=96; JQ1: 100%, *n*=52; AZD5153: 100%, *n*=46; DMSO: 0%, *n*=39), *sox9* (IBET: 100%, *n*=110; DMSO: 0%, *n*=104) and *foxd3* (IBET: 100%, *n*=106; JQ1: 100%, *n*=46; AZD5153: 100%, *n*=38; DMSO: 0%, *n*=39) at neurula stages (Fig. 1A,B). Loss of neural crest continued to be observed through early tadpole stages, and residual neural crest at these stages did not migrate properly, as evidenced by expression of *tfap2a* [stage (st.) 23 (IBET: 100%, *n*=42; DMSO: 0%, *n*=47), st. 25 (IBET: 100%, *n*=45; DMSO: 0%, *n*=39)] and *twist1* [st. 23 (IBET: 100%, *n*=53; DMSO: 0%, *n*=46), st. 25 (IBET: 100%, *n*=39; DMSO: 0%, *n*=38)] (Fig. S1A). IBET treatment at the two-cell stage also resulted in a dorsal reduction in epidermal keratin (*krt12.4*) (IBET: 100%, *n*=108; DMSO: 0%, *n*=106) and loss of the placodal marker *six1* (IBET: 100%, *n*=93; DMSO: 0%, *n*=90) (Fig. 1B). The expression of *sox3* in placodal regions was lost in IBET-treated embryos, although the *sox3* expression in the neural plate was expanded (IBET, *n*=106; DMSO, *n*=115) (Fig. 1B; Fig. S1B). We also observed a decrease in expression of a marker of somitic mesoderm, *myoD* (also known as *myoD1*), However, this was a less dramatic decrease than that observed for ectodermal tissues (IBET, *n*=80; DMSO, *n*=79).

**Fig. 1.**
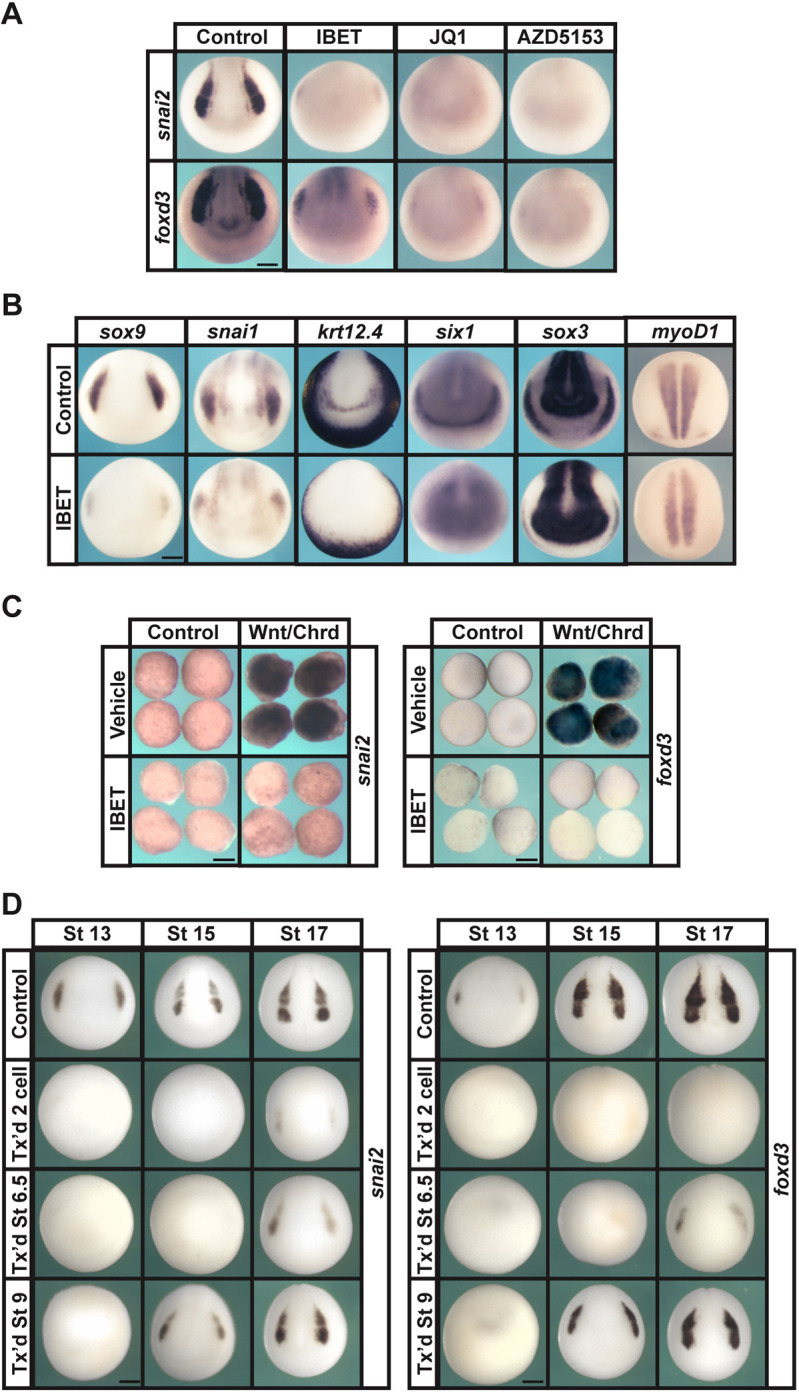
**BET activity is required for neural crest formation.** (A) *In situ* hybridization examining the expression of neural crest factors *snai2* and *foxd3* following treatment with vehicle or inhibitor (250 µM IBET, 10 µM JQ1, 100 µM AZD5153). Embryos were collected at stage 15 (mid neurula). (B) *In situ* hybridization examining expression of neural crest factors *sox9* and *snai1*, epidermal marker *krt12.4*, mesodermal marker *myoD1*, placodal marker *six1* and neural plate marker *sox3* following treatment with vehicle or IBET. Embryos were treated at two-cell stage and collected at stage 15 (mid neurula). (C) *In situ* hybridization examining expression of *snai2* and *foxd3* in Wnt/Chrd-induced explants treated with vehicle or IBET. Explants were collected at stage 18 (late neurula). (D) *In situ* hybridization examining expression of neural crest factors *snai2* and *foxd3* following treatment with vehicle or IBET at the indicated stage (two-cell, 6.5 or 9). Embryos were collected at stages 13, 15 or 17 (early, mid or late neurula, respectively). Scale bars: 250 μm.

Given the strong loss of neural crest in response to BET inhibition, we asked whether BET activity was also required for programming animal pole explants to a neural crest state. Embryos were injected with mRNA encoding Wnt8 and the BMP antagonist chordin (Chrd) at the two-cell stage and cultured to blastula stages, when animal pole cells were explanted. Control and injected explants were then treated with IBET or vehicle (DMSO) and cultured to mid-neurula stages, when explants were collected and expression of neural crest markers *snai2* and *foxd3* was examined. IBET was found to strongly inhibit expression of both of these markers [*snai2* (IBET: 100%, *n*=30; DMSO: 3%, *n*=32), *foxd3* (IBET: 100%, *n*=31; DMSO: 3%, *n*=31)], further confirming that the activity of one or all of the members of the BET family is involved in the establishment of the neural crest progenitor state (Fig. 1C).

To better determine when BET activity is required during neural crest formation, we treated embryos with IBET or vehicle at the two-cell stage, around the time of the onset of zygotic transcription (stage 6.5), or at late blastula stage (stage 9) (Fig. 1D). We found that inhibition of BET activity beginning at the two-cell stage led to loss of neural crest markers through stage 17 [*snai2* (IBET: st. 13 100%, *n*=61; st. 15 100%, *n*=74; st. 17 100%, *n*=79; DMSO: st. 13 0%, *n*=50; st. 15 0%, *n*=74; st. 17 0%, *n*=74), *foxd3* (IBET: st. 13 100%, *n*=64; st. 15 100%, *n*=68; st. 17 100%, *n*=77; DMSO: st.13 0%, *n*=68; st. 15 0%, *n*=76; st. 17 0%, *n*=68)]. When IBET treatment was initiated at stage 6.5 these markers were inhibited through mid-neurula stages, however all embryos showed some recovery of *snai2* and *foxd3* by stage 17 [*snai2* (st. 13 100%, *n*=86; st. 15 100%, *n*=72; st. 17 100%, *n*=74), *foxd3* (st. 13 100%, *n*=76; st. 15 100%, *n*=74; sta. 17 100%, *n*=79)]. Inhibiting BET activity starting at late blastula stages led to loss of *snai2* and *foxd3* expression at stage 13, but recovery of some *snai2* and *foxd3* was evident in all embryos starting at stage 15 [*snai2* (st. 13 100%, *n*=51; st. 15 100%, *n*=48; st. 17 100%, *n*=43), *foxd3* (st. 13 100%, *n*=52; st. 15 100%, *n*=48; st. 17 100%, *n*=47)]. Collectively, these findings suggest that the most crucial period for BET activity during neural crest genesis is around the mid-blastula stage, when pluripotent blastula cells arise.

### BET activity is required for pluripotency gene expression and lineage restriction

If BET activity is required to establish blastula-stage pluripotency, then blocking BET activity might be expected to alter the expression of key regulators of this state. To determine this, embryos treated with IBET at the two-cell stage were examined at blastula stages for expression of pluripotency factors *pou5f3.2* (Morrison and Brinkman, 2006), *sox3* (Gentsch et al., 2019), *vent2* (*ventx2.2*; functional ortholog of *nanog*; Scerbo et al., 2012), *tfap2a* (Driscoll et al., 2024) and *id3* (Jiang et al., 2022), compared with DMSO-treated control embryos (Fig. 2A).

**Fig. 2.**
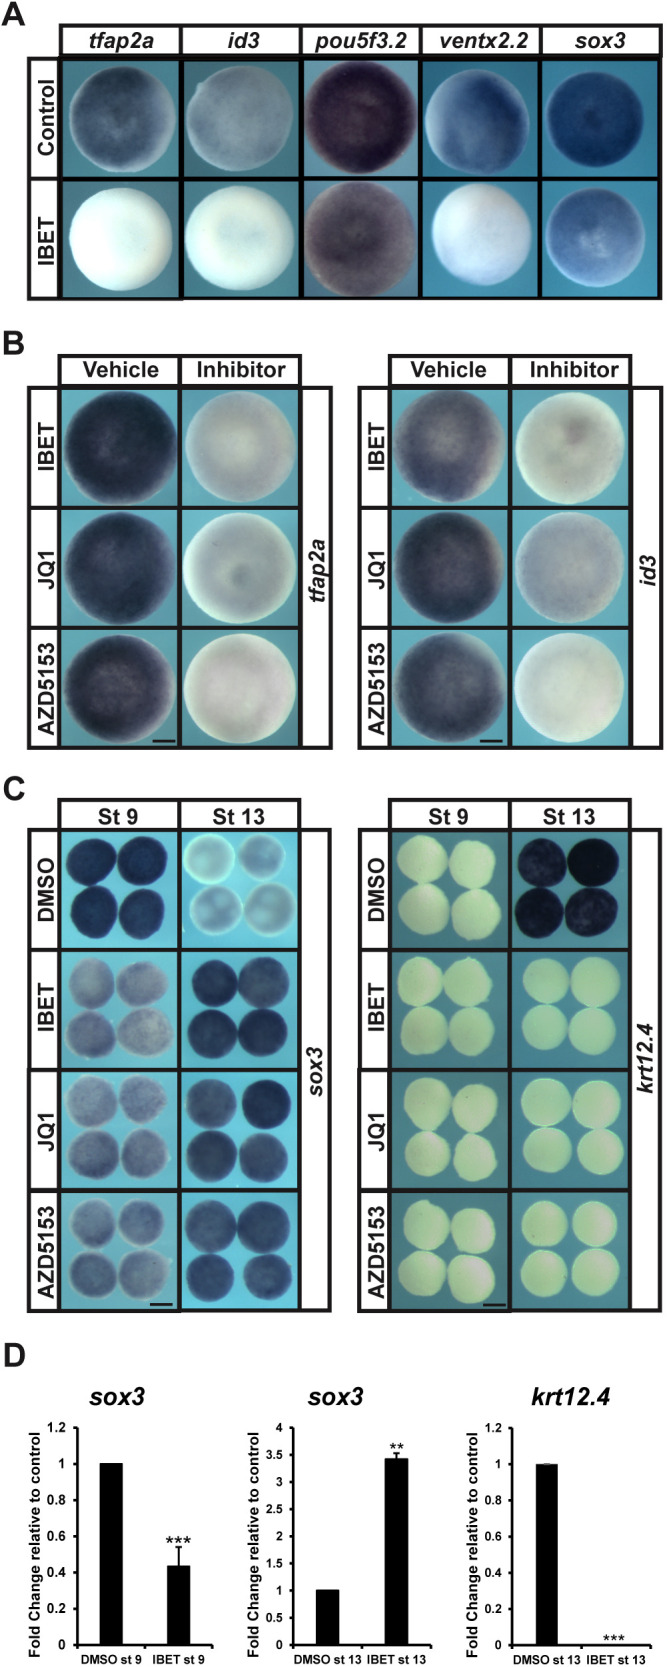
**BET activity is essential for expression of pluripotency genes and proper lineage restriction.** (A) *In situ* hybridization examining expression of *tfap2a*, *id3*, *pou5f3.2*, *ventx2.2* and *sox3* in pluripotent blastula cells following treatment with vehicle or IBET (250 µM). Embryos were treated at the two-cell stage and collected at stage 9 (late blastula). (B) *In situ* hybridization examining expression of *tfap2a* or *id3* in pluripotent blastula cells following treatment with vehicle or inhibitor (250 µM IBET, 10 µM JQ1, 100 µM AZD5153). Embryos were treated at the two-cell stage and collected at stage 9 (late blastula). (C) *In situ* hybridization examining expression of *sox3* and *krt12.4* in explanted blastula caps treated with vehicle or IBET. Embryos were treated at the two-cell stage, then explants were grown in culture with sibling embryos for staging purposes and collected at stage 9 (late blastula) and stage 13 (early neurula). (D) qRT-PCR of explanted blastula caps examining expression of *sox3* or *krt12.4* following treatment with vehicle or IBET (250 µM). **P<0.01, ***P<0.001 (standard two-tailed *t*-test with two sample equal variance). Data are mean±s.e.m. Explants were treated at the two-cell stage, then explants were grown in culture with sibling embryos and collected at stage 9 (late blastula) and stage 13 (early neurula). Scale bars: 250 μm.

Expression of all of these genes was downregulated in response to IBET in all embryos, although the degree of downregulation was most dramatic for *tfap2a* and *id3* [*pou5f3.2* (IBET: 100%, *n*=77; DMSO: 0%, *n*=67), *sox3* (IBET: 100%, *n*=80; DMSO: 0%, *n*=85), *ventx2.2* (IBET: 100%, *n*=50; DMSO: 0%, *n*=66), *tfap2a* (IBET: 100%, *n*=98; DMSO: 0%, *n*=93), *id3* (IBET: 100%, *n*=70; DMSO: 0%, *n*=69)]. Complete loss of *tfap2a*, *id3*, *ventx2.2* and *sox3* was also seen with JQ1 and AZD5153, demonstrating the specificity of these inhibitors for BET protein activity [*tfap2a* (JQ1: 100%, *n*=82; AZD5153: 100%, *n*=91; DMSO: 0%, *n*=73), *id3* (JQ1: 100%, *n*=49; AZD5153: 100%, *n*=82; DMSO: 0%, *n*=85), *ventx2.2* (JQ1: 100%, *n*=82; AZD5153: 100%, *n*=91; DMSO: 0%, *n*=87), *sox3* (JQ1: 100%, *n*=49; AZD5153: 100%, *n*=82; DMSO: 0%, *n*=68)] (Fig. 2B; Fig. S2A).

Given that BET activity is required for expression of pluripotency markers during blastula stages, we next asked how BET inhibition would impact the ability of blastula stem cells to progress from a pluripotent (stage 9) to a lineage-restricted (stage 13) state. Pluripotent blastula explants that receive no alternative instruction will adopt an epidermal fate due to intrinsic BMP activity (Fig. 2C). We found that inhibition of BET activity with IBET, JQ1 or AZD5153 from the two-cell stage resulted in a strong decrease of pluripotency marker *sox3* at stage 9, consistent with whole embryo observations (IBET: 100%, *n*=48; JQ1: 100%, *n*=27; AZD5153: 100%, *n*=28; DMSO: 0%, *n*=56). However, at stage 13, *sox3* was upregulated in treated explants compared with controls (IBET: 100%, *n*=51; JQ1: 100%, *n*=30; AZD5153: 100%, *n*=26; DMSO: 0%, *n*=50) and these explants failed to form epidermis, as evidenced by lack of *krt12.4* expression (IBET: 100%, *n*=52; JQ1: 100%, *n*=25; AZD5153: 100%, *n*=31; DMSO: 0%, *n*=52) (Fig. 2C). These findings were confirmed and quantified by qPCR (Fig. 2D). As this result could also be interpreted as a switch from an epidermal to a neural fate, we asked whether other pluripotency factors were affected by IBET in a similar manner. 

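Animal pole explants, which hold the pluripotent cells of the blastula, were taken from embryos kept from the 2-cell stage in 250 µM IBET762 or in its vehicle, DMSO. IBET762 is a small molecule that occupies the bromodomains of BET proteins. Their RNA was sequenced at stages 9 and 13, with 2 libraries for each combination of treatment and stage. The authors trimmed the reads with fastp 0.23.2, aligned them with STAR 2.6.0 and counted them per annotated gene copy with HTSeq. These counts, before any scaling, are the values analysed here. At stage 9 the libraries held 16443693 and 18713903 reads counted in genes with vehicle and 17685609 and 18908931 with IBET. At stage 13 they held 16102595 and 17255743 with vehicle and 13661850 and 21458325 with IBET. Of all reads in the count tables, the share counted in genes was 75.9% ± 1.04 (SD, n = 2) with vehicle and 75.6% ± 2.02 (SD, n = 2) with IBET at stage 9. At stage 13 it was 76.4% ± 1.03 (SD, n = 2) with vehicle and 68.9% ± 0.427 (SD, n = 2) with IBET. Genes with enough counts (edgeR's filterByExpr) were scaled by the trimmed mean of M values and compared between a pair of groups by edgeR's quasi-likelihood test. The p was adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Standard errors are the size of the log2 fold change over the square root of the test's F value. Levels are given in CPM, counts scaled in this way to a common library total. Genes of *X. laevis* are named with .L or .S for the homeologous copy, and both copies of a gene may share reads. The comparisons, the gene lists, the filter and the test were chosen before the data were examined. The paper's text and the sample labels do not say whether the libraries of a group come from separate clutches. Libraries with the same letter in the count tables resembled one another across treatments. A fit with the letter as a block was added once this was seen, and its results are called blocked. Intervals and lower bounds given for genes with very few counts cover counting error only.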

RNA-seq and differential expression analysis (DESeq2) of RNA isolated from blastula explants (at stages 9 and 13) after IBET or vehicle treatment showed that the expression of other core Yamanaka factors, *pou5f3.2* and *ventx2.2*, was significantly decreased at stage 9 and increased at stage 13, similar to *sox3*, further suggesting that BET activity is required for pluripotency in blastula explants (Fig. S2B).

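*sox3*, a SoxB1 factor of pluripotent cells and of neural progenitors, fell with IBET at stage 9 and rose at stage 13. *sox3.L* went from 395 ± 22.7 to 167 ± 2.18 CPM at stage 9 (SD, n = 2; log2 fold change -1.24, standard error 0.09, adjusted p = 0.0094). It went from 75.5 ± 25.4 to 307 ± 28.7 CPM at stage 13 (SD, n = 2; log2 fold change 2.02, standard error 0.24, adjusted p = 0.00069). *pou5f3.2.L*, a homolog of mammalian Oct4, stood at 859 ± 79 CPM with IBET and 1360 ± 182 CPM with vehicle at stage 9 (SD, n = 2; log2 fold change -0.67, standard error 0.13, adjusted p = 0.088). It rose at stage 13, from 610 ± 141 to 1230 ± 56.8 CPM (SD, n = 2; log2 fold change 1.02, standard error 0.17, adjusted p = 0.0027). *ventx2.2.L*, a functional counterpart of mammalian Nanog, stood at 33 ± 0.073 CPM with IBET and 50.5 ± 7.61 CPM with vehicle at stage 9 (SD, n = 2; log2 fold change -0.61, standard error 0.15, adjusted p = 0.17). It rose at stage 13 from 147 ± 0.468 to 235 ± 12.3 CPM (SD, n = 2; log2 fold change 0.68, standard error 0.12, adjusted p = 0.0037). In the blocked fit the stage 9 difference passed for *pou5f3.2.L* (adjusted p = 3.7e-06) and *ventx2.2.L* (adjusted p = 5e-04). Without vehicle library a it passed for *pou5f3.2.L* (adjusted p = 0.03). The effect of IBET at stage 13 minus that at stage 9 was 3.23 for *sox3.L* (adjusted p = 0.00025), 1.64 for *pou5f3.2.L* (adjusted p = 0.0021) and 1.25 for *ventx2.2.L* (adjusted p = 0.0023), in log2 units.

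Not every Oct4 homolog took this course, since *pou5f3.1.L* fell at both stages, with log2 fold changes of -3.14 at stage 9 (adjusted p = 0.013) and -2.70 at stage 13 (standard error 0.12, adjusted p = 2.4e-05). Lists were also set against all other genes by camera, a test of gene sets, with an estimated correlation between genes. With so few libraries that test has few degrees of freedom, so a large p does not show that a list stayed unchanged. Of 46 pluripotency genes tested at stage 9, 17 fell with IBET and 29 did not pass (31 fell and 2 rose when adjusted over the list alone; adjusted p = 0.12 with an estimated correlation and 2.9e-20 with a preset one of 0.01). At stage 13, 22 of 47 rose, 16 fell and 9 did not pass, with the same numbers when adjusted over the list alone (adjusted p = 0.95 with an estimated correlation). Neural progenitor genes rose at stage 13 in 25 of 41 cases and fell in 4, as they did when adjusted over the list alone (adjusted p = 0.8 with an estimated correlation). Genes of blood and endothelium, cells outside the explant, rose in 7 of 9 cases and fell in 1, also over the list alone (adjusted p = 0.8 with an estimated correlation), with a median log2 fold change of 2.32 beside 1.97 for the neural progenitor genes. *zic1.S*, a factor of the neural plate, rose from 1.75 to 209 CPM (adjusted p = 2.8e-05). Epidermal genes fell in 25 of 32 cases and rose in 2 (26 and 3 when adjusted over the list alone; adjusted p = 0.8 with an estimated correlation). The larval keratin gene *krt12.4.L* fell from 2600 ± 405 to 8.7 ± 8.18 CPM (SD, n = 2; log2 fold change -8.28, standard error 0.73, adjusted p = 0.00026). The stage 13 IBET libraries in which these groups moved were also those with the lower share of reads counted in genes. In all, 12376 of 21842 genes tested changed with IBET at stage 13, 5987 higher and 6389 lower. Scaling by library totals alone moved the median log2 fold change from 0.03 to 0.13 and the share of called genes that were higher from 48.4% to 53.3%. From the lower expression of *pou5f3.2* and *ventx2.2* at stage 9 and their higher expression at stage 13, as seen for *sox3*, the paper proposes that BET activity is required for pluripotency in blastula explants (Fig. S2B).

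**Figure D1:**
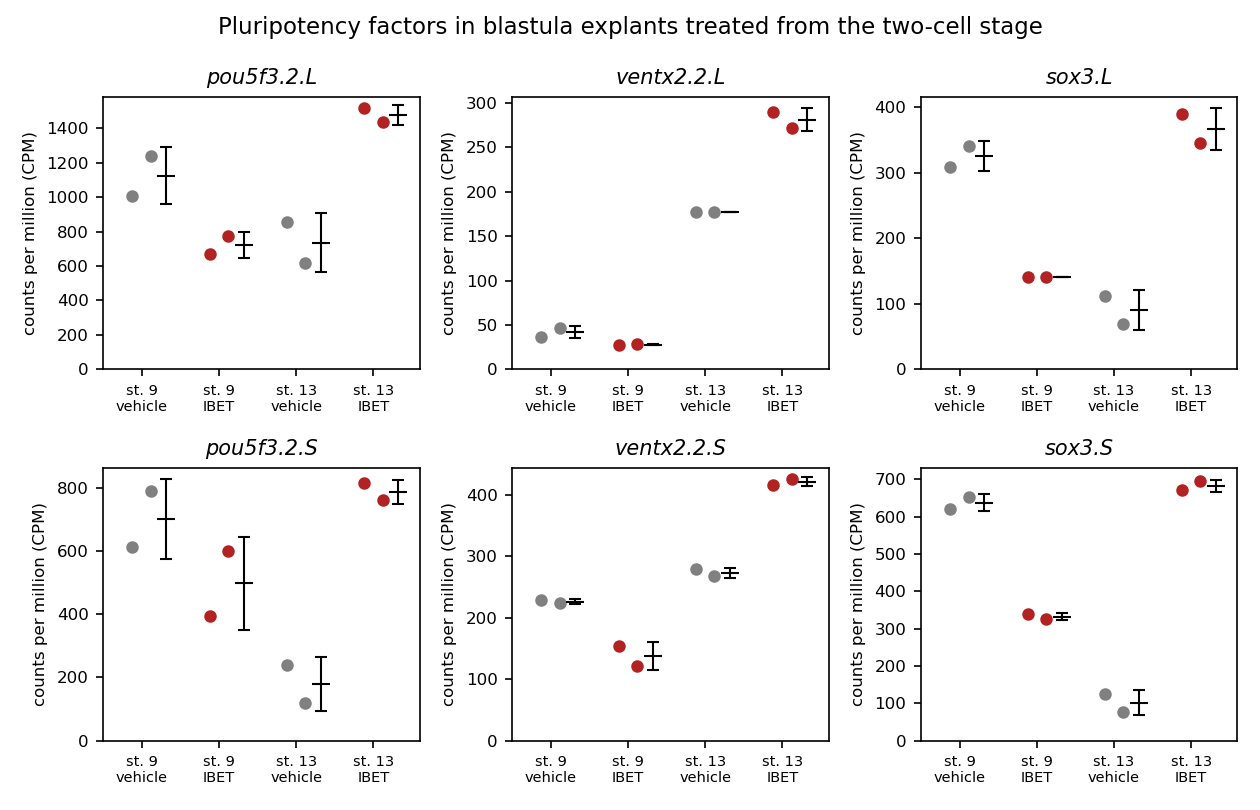
Levels of *sox3*, *pou5f3.2* and *ventx2.2* (both copies) in CPM, scaled over the 8 IBET and vehicle libraries, in explants treated from the 2-cell stage and collected at stages 9 and 13. Points are libraries and black dashes with error bars the mean ± SD (n = 2), and at stage 13 every IBET library lies above both vehicle libraries.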

### BET activity is required for blastula-stage pluripotency

To further examine a role for BET activity in establishing blastula-stage pluripotency, we challenged blastula explants with instructional cues to adopt mesoderm, endoderm and neural fates. Control explants treated with low doses of activin will give rise to mesoderm, as evidenced by expression of *xbra* (*tbxt*) at stage 11.5 and *myoD1* at stage 18, but when BET activity is inhibited, expression of these markers is lost [*xbra* (IBET: 97%, *n*=31; DMSO: 6.8%, *n*=29), *myoD1* (IBET: 100%, *n*=36; DMSO: 9.4%, *n*=32)] and late stage explants fail to elongate (Fig. 3A)*.* Similarly, the ability to form endoderm in response to high activin concentrations, as evidenced by expression of *endodermin* (*a2m*) and *sox17b*, was lost following IBET treatment [*endodermin* (IBET: 100%, *n*=30; DMSO: 0%, *n*=31), *sox17b* (IBET: 100%, *n*=30; DMSO: 0%, *n*=31)] (Fig. 3B). Blastula explants adopt a neural progenitor state when BMP signaling is blocked, for example in response to Chrd, and express genes such as *sox11* and *nrp1*. This transition was also blocked when BET activity was inhibited [*nrp1* (IBET: 100%, *n*=41; DMSO: 3%, *n*=34), *sox11* (IBET: 100%, *n*=35; DMSO: 5.7%, *n*=35)] (Fig. 3C; Fig. S3). Together, these findings are consistent with a model where BET activity is required for the establishment of blastula-stage pluripotency.

**Fig. 3.**
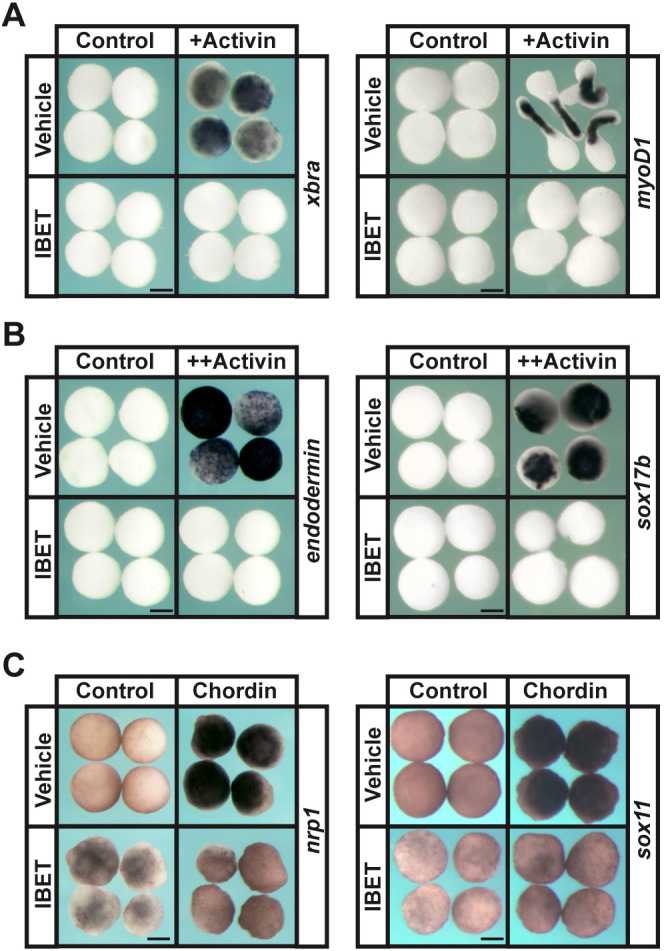
**BET activity is required for the pluripotency of blastula stem cells.** (A,B) *In situ* hybridization examining expression of mesodermal markers (*xbra* and *myoD1*; A) and endodermal markers (*endodermin* and *sox17b*; B) in blastula explants induced with activin and treated with vehicle or IBET (250 µM). Embryos were treated at the two-cell stage, then explants were grown in culture with sibling embryos for staging purposes and collected at stage 11.5 (mid-gastrula) for *xbra*, *endodermin* and *sox17b* expression and stage 18 (late neurula) for *myoD1* expression. (C) *In situ* hybridization examining expression of neural markers (*nrp1* and *sox11*) in blastula explants induced with *chrd* mRNA and treated with vehicle or IBET. Embryos were treated at the two-cell stage and explants were collected at stage 18 (late neurula). Scale bars: 250 μm.

### BRD4 is required for neural crest and lineage restriction

Having shown that BET activity is required for pluripotency at blastula stages, we next sought to determine which BET member is essential for this process. Comparison of their expression during early embryogenesis showed that *brd2*, *brd3* and *brd4* have highly similar patterns of expression after blastula stages; however, *brd2* is not expressed before the maternal-to-zygotic transition (MZT) (Fig. S4B). All three BET mRNAs are expressed in the neural plate and neural crest at neurula stages, as well as in migrating and post-migratory neural crest cells. Unique among the BET proteins, BRD4 possesses a C-terminal extension known to interact directly with the P-TEFb complex to promote active transcription (Fig. S4A) (Decker et al., 2017; Palermo et al., 2011). BRD4 is also thought to be the only member of this family with intrinsic enzymatic activity, namely kinase and HAT activity, allowing it to dynamically regulate its interacting partners (Kotekar et al., 2022).

Given its unique attributes, we asked whether loss of BRD4 would phenocopy the effects of IBET treatment. We designed a morpholino that specifically depletes both the s and l alleles of Brd4, but not Brd2 or Brd3 (Fig. S5A,B,F). We found that morpholino-mediated depletion of BRD4 resulted in a loss of neural crest markers (*snai2*: 85%, *n*=86; *foxd3*: 91%, *n*=97) (Fig. S5C,E). BRD4 depletion also led to a failure of blastula explants to undergo proper lineage restriction, as evidenced by increased expression of *sox3* and decreased expression of *krt12.4* at stage 13 [*sox3* (BRD4 MO: 94%, *n*=36; IBET: 100%, *n*=36; DMSO: 0%, *n*=36), *krt12.4* (BRD4 MO: 88%, *n*=41; IBET: 100%, *n*=40; DMSO: 0%, *n*=31)] (Fig. S5D). Co-injection of full length BRD4 mRNA led to a recovery of neural crest gene expression in BRD4 MO neurula-stage embryos (*snai2*: *n*=74; *foxd3*: *n*=68) (Fig. S5C,E). Together these findings suggest that BRD4 is the primary target of IBET and other BET inhibitors in these cells. This is consistent with previous findings that IBET preferentially targets BRD4 over BRD2 and BRD3, and that lymphoma Raji cells stably expressing a dominant negative BRD4 displayed near identical global effects on gene expression to those treated with the BET inhibitor JQ1 (Decker et al., 2017; Filippakopoulos et al., 2010).

### BET activity is required for a subset of gene activation at the maternal-to-zygotic transition

Collectively, the functional effects of BET inhibition on blastula and neural crest stem cells appeared to be indistinguishable from the effects of HDAC inhibition (Rao and LaBonne, 2018). This was unexpected given that one treatment increases histone acetylation whereas the other prevents histone acetylation marks from being read. To better understand this, we first asked whether loss of BET activity might indirectly lead to an increase in histone acetylation. As previously reported, treatment of blastula explants with trichostatin A (TSA) leads to an increase in both H3K9Ac and H3K27Ac (Rao and LaBonne, 2018). By contrast, IBET treatment does not alter histone acetylation levels in this assay (Fig. 4A). As our previous work also revealed that HDAC inhibition resulted in aberrant expression of markers of multiple lineage states, and that HDACs control pluripotency by preventing expression of these lineage markers (Rao and LaBonne, 2018), we next asked whether BET proteins regulate pluripotency through a similar mechanism. TSA treatment of blastula explants led to strong increases in *olig2*, *sox17b* and *myoD1* expression; however, IBET had no effect on the expression of these lineage markers (Fig. 4B). This suggested that HDACs and BET proteins may regulate pluripotency through distinct mechanisms.

**Fig. 4.**
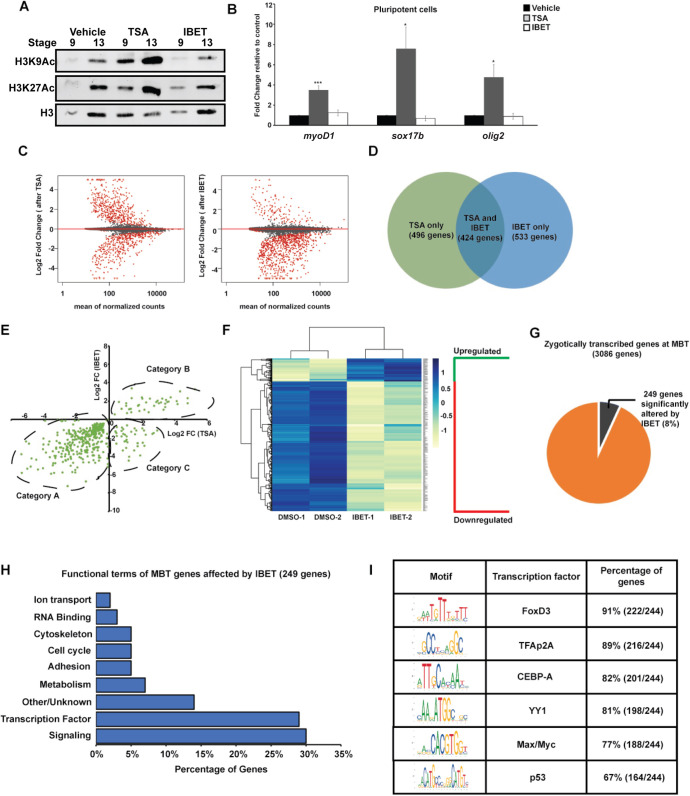
**BET activity is required for activation of a subset of genes at the maternal-to-zygotic transition.** (A) Western blotting for H3K9Ac and H3K27Ac with animal cap explants treated with vehicle, TSA (500 nM) or IBET (250 μM). (B) qRT-PCR for lineage markers with animal cap explants treated with vehicle, TSA (500 nM) or IBET (250 μM). *P<0.05, ***P<0.001 (unpaired, two-tailed t-test). Data are mean±s.e.m. (C) MA-plot depicting global log2 fold gene expression changes in animal cap explants after TSA (left) or IBET (right) treatment. (D) Venn diagram comparing gene sets obtained from RNA-seq of animal cap explants treated with TSA/IBET. (E) Quadrant plot comparing log2 fold changes of genes altered by TSA and IBET. Category A includes genes downregulated by both TSA and IBET, category B includes genes upregulated by both TSA and IBET and category C includes genes upregulated by TSA but downregulated by IBET. (F) Heatmap of genes changed only by IBET but not TSA. (G) Pie chart depicting the genes zygotically transcribed at MZT that are affected by IBET. (H) Functional terms for zygotically transcribed mid-blastula transition (MBT) genes affected by IBET show enrichment for signaling molecules and transcription factors. (I) Motif analysis of promoters of genes altered by IBET at MBT. Enrichment is observed for transcription factor binding of known factors that have been previously characterized to be involved with BET proteins and have known functions in stem cell maintenance and neural crest formation.

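Trichostatin A (TSA), an inhibitor of histone deacetylases (HDACs), was given at 500 nM from the 2-cell stage with DMSO as its vehicle, and explants were collected at stages 9 and 13, with 2 libraries per group. This TSA series has its own vehicle libraries, so that no library is shared with the IBET series treated from the 2-cell stage. At stage 9 the libraries held 17544608 and 19884172 reads counted in genes with vehicle and 21302938 and 22178710 with TSA. At stage 13 they held 26167172 and 29723937 with vehicle and 12902520 and 22812161 with TSA. Reads were handled by the authors, and counts compared here, as for the IBET series. Genes were tested for TSA against its vehicle, for IBET against its vehicle, and for the difference of both effects, the IBET effect minus the TSA effect. A gene counts as changed by both inhibitors where it passed each of the separate tests, and such overlaps are set beside the number that independent lists of the same sizes would share. The authors' own tables of DESeq2 results were used as one alternative, as the authors' p-values, and to look up which genes, and how many, the paper calls.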

In order to elucidate how BET proteins impact pluripotency, we next compared the transcriptome changes that occur in response to TSA and IBET treatment. Both TSA and IBET treatment caused global changes in gene expression at blastula stages, with 920 genes differentially expressed in response to TSA treatment as compared with vehicle treatment and 957 genes differentially expressed in response to IBET as compared with vehicle treatment.

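TSA raised genes of mesoderm and endoderm in stage 9 explants. *myod1.L*, the master regulator of skeletal muscle, rose from 2.72 ± 0.541 to 48.7 ± 5.67 CPM (SD, n = 2; log2 fold change 4.16, standard error 0.20, adjusted p = 0.0092). *sox17a.L*, a regulator of endoderm, rose from 5.76 ± 0.461 to 50 ± 6.54 CPM (SD, n = 2; log2 fold change 3.12, standard error 0.16, adjusted p = 0.0092). The retinoic acid hydroxylase gene *cyp26a1.S* fell from 114 ± 7.97 to 4.12 ± 0.249 CPM (SD, n = 2; log2 fold change -4.79, standard error 0.13, adjusted p = 0.0036). Of the mesoderm genes, 8 of 21 rose and 13 did not pass (11 rose and 1 fell when adjusted over the list alone). Of the endoderm genes 7 of 14 rose and 1 fell (10 and 1 when adjusted over the list alone). Among genes known to respond to HDAC inhibitors, 5 of 10 rose (6 rose and 1 fell when adjusted over the list alone), including *cdkn1a.L*, which encodes a cyclin-dependent kinase inhibitor (log2 fold change 2.44, adjusted p = 0.018). Of 29 p53 targets, 7 rose (11 rose and 1 fell when adjusted over the list alone). Of 31 immediate early genes, 6 rose (14 rose and 2 fell when adjusted over the list alone), including *myc.L* (log2 fold change 2.22, adjusted p = 0.012). For each of these 5 lists the adjusted p was 0.22 with an estimated correlation. Of the blood and endothelium list, of cells outside the explant, 2 of 6 genes rose (4 when adjusted over the list alone; adjusted p = 0.22 with an estimated correlation). Its median log2 fold change was 2.28, beside 1.13 for the mesoderm list. The 18 genes tested for the histone deacetylases themselves had a median log2 fold change of 0.01 with TSA (adjusted p = 0.99 with an estimated correlation).

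At an adjusted p under 0.05, 446 of 22067 genes tested differed between TSA and vehicle, and 498 of 20978 between IBET and vehicle. With 2 libraries per group the count for TSA depended on single libraries, from 279 without vehicle library b to 690 without TSA library a. In the blocked fit the counts were 2981 for TSA and 2526 for IBET.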

Strikingly, although roughly equal numbers of genes were up- versus downregulated in response to TSA treatment, IBET predominantly led to downregulation of gene expression (87.5%) (Fig. 4C). These two inhibitors displayed both distinct and overlapping effects, with 424 genes significantly altered in response to both TSA and IBET treatment (Fig. 4D). These shared targets were binned into three categories: genes downregulated by both TSA and IBET (Category A), genes upregulated by both TSA and IBET (Category B), and genes upregulated by TSA but downregulated by IBET (Category C) (Fig. 4E). 

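At stage 9 *irx1.S*, which encodes an Iroquois homeodomain factor, fell with IBET from 66.1 ± 2.92 to 1.64 ± 0.091 CPM (SD, n = 2; log2 fold change -5.32, standard error 0.16, adjusted p = 0.0036). *bmp4.L*, which encodes a ligand that promotes epidermal fate, fell from 30.1 ± 1.1 to 3.37 ± 0.146 CPM (SD, n = 2; log2 fold change -3.16, standard error 0.17, adjusted p = 0.0087). The keratin gene *krt70.S* fell from 880 to 184 CPM (log2 fold change -2.25, adjusted p = 0.0091). Of the neural progenitor genes 14 of 33 fell (18 when adjusted over the list alone), of the neural plate border genes 8 of 14 (10, with 1 rising) and of the placode genes 3 of 11 (6), each with an adjusted p of 0.12 with an estimated correlation. Epidermal genes fell in 10 of 25 cases (14 when adjusted over the list alone; adjusted p = 0.18 with an estimated correlation). Genes of signalling pathways fell as well, 10 of 36 for BMP (14, with 1 rising, when adjusted over the list alone) and 5 of 22 for Wnt feedback and targets (7). Of the FGF feedback genes and targets 4 of 17 fell (12, with 2 rising, when adjusted over the list alone) and *egr1.L* rose (log2 fold change 1.42, standard error 0.10, adjusted p = 0.0096). Of 46 cell cycle genes 5 fell (11 when adjusted over the list alone), among them *ccne2.L*, which encodes a cyclin E (441 to 114 CPM, adjusted p = 0.0094). For these 4 lists the adjusted p was 0.12 with an estimated correlation.

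Of the genes changed by IBET, 92.0% were lower, 458 against 40, and the share was 81.4% in the blocked fit. Of the genes changed by TSA, 48.4% were lower, 216 against 230. The largest IBET rises included *hal.2.L*, which encodes a histidine ammonia-lyase (6.21 ± 0.727 to 35.1 ± 2.03 CPM, SD, n = 2; log2 fold change 2.50, standard error 0.17, adjusted p = 0.0091).

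**Figure D2:**
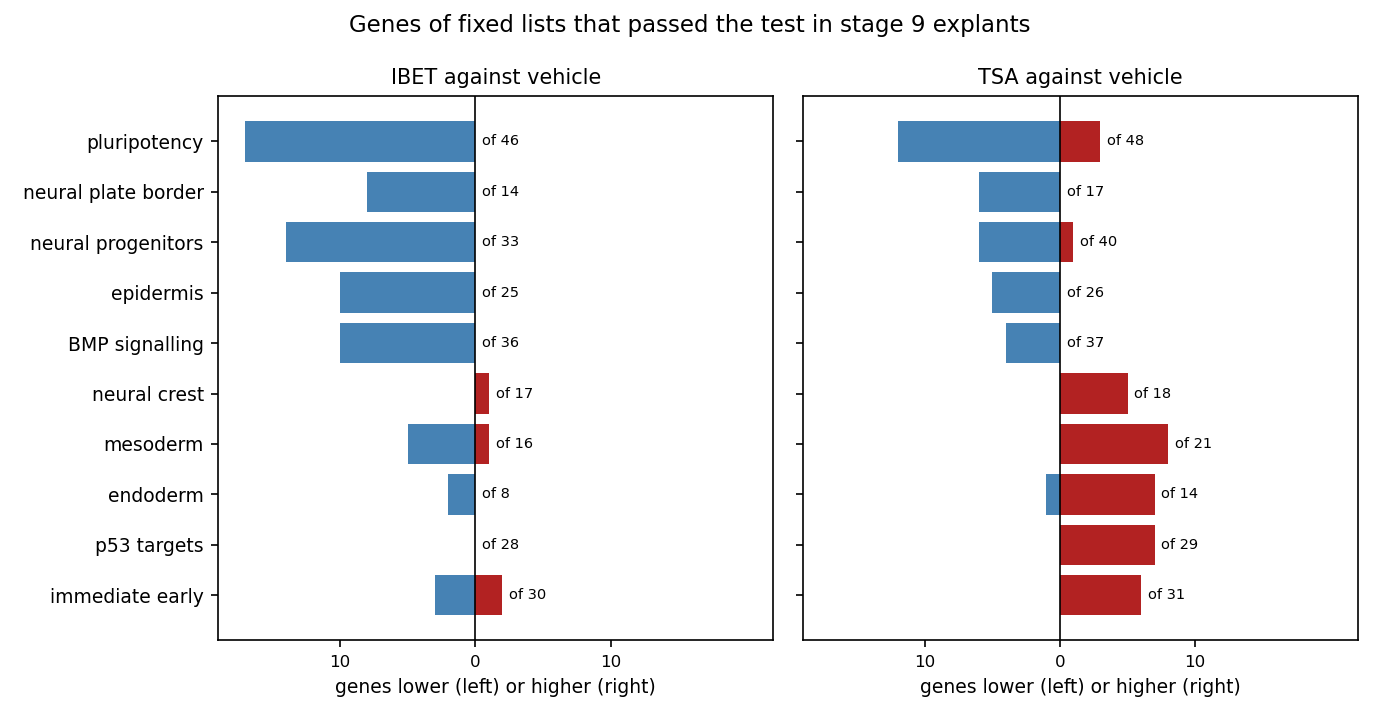
Number of genes of each fixed list that were lower (bars to the left) or higher (bars to the right) at an adjusted p under 0.05 in stage 9 explants, for IBET and for TSA, each against its own vehicle. The number of genes tested stands beside each bar, and neural progenitor genes fell in 14 of 33 cases with IBET and in 6 of 40 with TSA, and mesoderm genes rose in 1 of 16 and 8 of 21.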

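Both inhibitors lowered the keratin gene *krt12.4.L* and the SoxB2 gene *sox21.L*. *krt12.4.L* fell to 0.617 CPM with IBET from 28.1 with vehicle (log2 fold change -5.49, adjusted p = 0.0087) and to 0.595 CPM with TSA from 20.6 with vehicle (log2 fold change -5.11, adjusted p = 0.028). *sox21.L* fell with log2 fold changes of -5.47 (adjusted p = 0.021) and -4.10 (adjusted p = 0.017). In all, 154 genes passed both tests, where independent lists of these sizes would share 9.51, and the blocked fits shared 1530.

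The effects of both inhibitors differed for 218 of 22630 genes, 208 with a lower and 10 with a higher IBET effect. Genes with a lower IBET effect included 6 of 21 mesoderm genes (12 when adjusted over the list alone), 3 of 14 endoderm genes (8), 5 of 49 pluripotency genes (17, with 3 higher) and 6 of 29 p53 targets (11). For each of these lists the adjusted p was 0.021 with an estimated correlation. The Wnt list held 4 genes with a lower and 1 with a higher IBET effect among 26 (8 and 2 when adjusted over the list alone; adjusted p = 0.043 with an estimated correlation). The higher one was *sfrp2.S*, which encodes a secreted Wnt antagonist (difference 1.2, adjusted p = 0.041), and its call is lost without any 1 of the 8 libraries. The count of differing genes was 68 without TSA vehicle library b, and 499 in the blocked fit.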

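Of the genes passing both tests, 126 were lower with both inhibitors, 13 were higher with both, and 15 were higher with TSA and lower with IBET, where independent lists would share 4.56, 0.351 and 4.22. Genes lower with both include *bmp4.L*, for which the IBET effect minus the TSA effect was -0.08 (adjusted p = 1). They also include *axin2.L*, which encodes a feedback inhibitor of Wnt signalling and fell with log2 fold changes of -2.76 with IBET (adjusted p = 0.031) and -2.31 with TSA (adjusted p = 0.012). *myod1.L* is among those higher with both, and rose with IBET from 3.3 ± 0.0924 to 13.4 ± 0.469 CPM (SD, n = 2; log2 fold change 2.02, standard error 0.20, adjusted p = 0.018). Its IBET effect was lower than its TSA effect (difference -2.13, adjusted p = 0.014), a call that is lost without any of 6 of the 8 libraries (adjusted p from 0.05 to 0.074). The paper's Table S1 lists 347, 39 and 38 genes in its categories A, B and C. Of these, 269, 29 and 30 appear under the same name in the count tables analysed here, and 267, 29 and 30 were tested for both inhibitors. Of those tested, 96, 8 and 13 passed both tests with the signs of their category.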

Notably, a number of pluripotency genes, including *sall4*, *klf2*, *prdm1*, *prdm14*, *fgfr4*, *lin28a*, *pou5f3*, *sox2*, *sox3* and *tfap2a* fall in category A, whereas a large number of lineage markers, including *plk2*, *not*, *sox17b.2*, *lmo4.2*, *foxi1*, *aplnr* and *cxcr4* fall in category C (Table S1).

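Among the pluripotency genes, *sall4.L*, *prdm1.S* and *fgfr4.S* fell with both inhibitors. *sall4.L*, which encodes a zinc finger factor of embryonic stem cells, fell from 135 ± 42 to 22.6 ± 1.44 CPM with IBET (SD, n = 2; log2 fold change -2.58, standard error 0.25, adjusted p = 0.016) and from 133 to 53.7 CPM with TSA (log2 fold change -1.31, standard error 0.10, adjusted p = 0.012). *prdm1.S* had log2 fold changes of -4.34 with IBET (adjusted p = 0.009) and -4.77 with TSA (adjusted p = 0.0092), *fgfr4.S* of -2.70 (adjusted p = 0.013) and -1.42 (adjusted p = 0.011), and *tfap2a.L* of -1.69 (adjusted p = 0.018) and -2.45 (adjusted p = 0.0092). *sox3.L* fell with TSA too, from 323 to 182 CPM (log2 fold change -0.83, adjusted p = 0.02), and so did *pou5f3.1.S* (log2 fold change -1.38, adjusted p = 0.033; 0.053 without TSA vehicle library b). *klf2.S* and *lin28a.S*, regulators of the pluripotent state, fell with IBET (log2 fold changes -4.03, adjusted p = 0.0095, and -3.93, adjusted p = 0.0091), and had log2 fold changes of -0.73 (adjusted p = 0.18) and -2.79 (adjusted p = 0.053) with TSA. *sox2.L* had -3.28 with IBET (adjusted p = 0.0091) and -1.06 with TSA (adjusted p = 0.054). In the blocked fit the TSA effects of *klf2.S*, *lin28a.S* and *sox2.L* passed. These TSA effects passed without some single libraries, *klf2.S* without TSA library a (adjusted p = 0.0063), *lin28a.S* without vehicle library a (0.022) or TSA library a (0.0052) or b (0.0015), and *sox2.L* without vehicle library a (0.038) or TSA library b (0.027). For *prdm14.S* the TSA effect of -5.13 passed (adjusted p = 0.0092) and the IBET effect of -2.77 did not (adjusted p = 0.096; 0.0037 without vehicle library a). Of 48 pluripotency genes tested with TSA, 12 fell and 3 rose (21 and 6 when adjusted over the list alone; adjusted p = 0.22 with an estimated correlation).

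Several lineage genes went apart. *aplnr.L*, which encodes the apelin receptor of mesodermal and vascular cells, rose with TSA from 5.39 ± 1.44 to 26.2 ± 6.09 CPM (SD, n = 2; log2 fold change 2.28, standard error 0.28, adjusted p = 0.029) and fell with IBET from 7.98 to 0.912 CPM (log2 fold change -3.12, adjusted p = 0.021). The notochord gene *not.L* rose with TSA from 97.1 to 171 CPM (log2 fold change 0.82, adjusted p = 0.02) and fell with IBET from 172 ± 10.1 to 44.4 ± 6.26 CPM (SD, n = 2; log2 fold change -1.95, standard error 0.14, adjusted p = 0.0093). *plk2.L* and *lmo4.2.S* rose with TSA (log2 fold changes 2.19, adjusted p = 0.012, and 2.13, adjusted p = 0.024), with IBET values of -1.47 (adjusted p = 0.067; 0.028 without vehicle library a) and -1.33 (adjusted p = 0.066). *sox17b.1.L* rose with TSA (log2 fold change 1.61, adjusted p = 0.015), and its fall with IBET (log2 fold change -1.15, adjusted p = 0.041) is lost without any 1 of the 4 libraries (adjusted p from 0.061 to 0.16). Its copy *sox17b.1.S* also rose with TSA (2.84, adjusted p = 0.017) and had 1.67 with IBET (adjusted p = 0.067), and *sox17b.2* has no entry in the count tables analysed here. *cxcr4.S*, which encodes a chemokine receptor, fell with IBET (log2 fold change -3.49, adjusted p = 0.0091) and rose with TSA (0.91, adjusted p = 0.033; 0.061 without vehicle library a and 0.15 without b). *foxi1.L*, an ionocyte factor, fell with IBET (log2 fold change -4.13, adjusted p = 0.01) and had 2.16 with TSA (adjusted p = 0.12; 0.045 without vehicle library a and 0.013 without TSA library b). The IBET effect minus the TSA effect was -5.38 for *aplnr.L* (adjusted p = 0.003), -2.75 for *not.L* (adjusted p = 0.0012), -3.65 for *plk2.L* (adjusted p = 0.0037), -3.45 for *lmo4.2.S* (adjusted p = 0.0048) and -6.27 for *foxi1.L* (adjusted p = 0.0063).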

Furthermore, of the 957 genes with an altered expression in response to IBET treatment, 533 are unaffected by TSA treatment, and most (85%) of these are downregulated by BET inhibition (Fig. 4F). Together these data provide further evidence that BET proteins regulate the pluripotency of blastula cells through mechanisms distinct to those of HDACs.

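Some genes that fell strongly with IBET did not pass with TSA. *cxcr4.L*, the other copy of the chemokine receptor gene, fell with IBET from 119 ± 11.2 to 6.21 ± 1.34 CPM (SD, n = 2; log2 fold change -4.26, standard error 0.20, adjusted p = 0.0085) and stood at 138 CPM with TSA and 137 CPM with its vehicle (log2 fold change 0.01, adjusted p = 1). *cdc25b.S*, which encodes a phosphatase that drives entry into mitosis, fell from 264 ± 77.9 to 10.9 ± 3.91 CPM with IBET (SD, n = 2; log2 fold change -4.60, standard error 0.35, adjusted p = 0.011), with -0.67 for TSA (adjusted p = 0.074; 0.017 without TSA library b). The Wnt target *sp5l.L* had log2 fold changes of -3.69 with IBET (standard error 0.32, adjusted p = 0.013) and -0.41 with TSA (adjusted p = 0.071). The phosphatase gene *dusp1.S* had -4.30 with IBET (adjusted p = 0.0091) and -0.73 with TSA (adjusted p = 0.25; 0.024 without TSA library b). The IBET effect minus the TSA effect passed for all 4, at -4.25 for *cxcr4.L* (adjusted p = 0.0012), -3.92 for *cdc25b.S* (adjusted p = 0.0061), -3.26 for *sp5l.L* (adjusted p = 0.008) and -3.55 for *dusp1.S* (adjusted p = 0.0083). Of the genes changed by IBET, 344 did not pass for TSA, 317 of them lower with IBET (92.2%, and 72.5% in the blocked fits). The test of the difference itself passed for 107 of the 344. From the effects that the inhibitors share and those that they do not (Fig. 4C-F), the paper takes further evidence that BET proteins act on blastula pluripotency by mechanisms other than those of HDACs.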

It has been suggested that BET activity might play a global role in regulating gene expression during zygotic genome activation (Chan et al., 2019). To examine this possibility in our system, we used published datasets to generate a list of 3086 genes that are not present maternally but become zygotically transcribed at the blastula stages (Johnson et al., 2022; Session et al., 2016). We found that the expression of only 249 of these genes (8%) was significantly altered by IBET treatment (Fig. 4G). This indicates that BET proteins do not globally control zygotic gene activation in *Xenopus*, but instead regulate a key subset of these genes. Interestingly, that subset of genes is enriched for transcription factors and signaling molecules, and motif analysis revealed binding sites for transcription factors associated with the regulation of pluripotency in stem cells, including Foxd3, TFAp2A, CEBP-A, YY1, Max/Myc and p53 (Fig. 4H,I) (Ayaz et al., 2022; Chappell et al., 2013; Di Stefano et al., 2014; Pastor et al., 2018; Respuela et al., 2016; Wang et al., 2018). It is notable that at least three of these factors are shared regulators of both pluripotent blastula and neural crest cells.

### Transcriptome changes in response to BET inhibition are shared across state transitions

To gain further insights into the role of BET activity in establishing the neural crest progenitor state, we examined the transcriptome changes that occur when reprogrammed explants are treated with IBET. First, we confirmed that IBET blocked reprogramming to a neural crest state when treatment was carried out on blastula-stage explants rather than at the two-cell stage, as evidenced by loss of *snai2* expression [IBET (two-cell): 100%, *n*=35; IBET (st. 9): 100%, *n*=29; DMSO: 1.5%, *n*=32] (Fig. 5A). As it did, this allowed us to bypass the requirement for BET activity in establishing blastula-stage pluripotency and focus on its role during lineage decisions. Accordingly, control or neural crest-reprogrammed explants were treated with vehicle or IBET at stage 9 and cultured to neurula stages, when RNA was isolated and used to generate Illumina libraries for transcriptome analysis.

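These explants were uninjected, and so would form epidermis, or came from embryos injected with mRNA for Wnt8a and Chordin (Wnt/Chrd), which reprograms them to neural crest. The stage 13 and stage 17 libraries form 8 groups of 3, uninjected or Wnt/Chrd with vehicle or IBET from stage 9, and 2 further groups of 3 were collected untreated at stage 9. Counts were made and compared as for explants treated from the 2-cell stage. At stage 13 the reads counted in genes per library (lowest, median and highest) were 18841725, 22504061 and 25889105 for uninjected explants with vehicle and 17261470, 17607144 and 21696914 with IBET. For Wnt/Chrd explants they were 20146585, 25400487 and 25933621 with vehicle and 18137360, 20671768 and 22819619 with IBET. At stage 17 they were 21845442, 25579639 and 27345748 for uninjected explants with vehicle and 18148724, 20747163 and 28087750 with IBET. For Wnt/Chrd explants of that stage they were 22750976, 23864091 and 27717429 with vehicle and 20331814, 21366533 and 22824463 with IBET. At stage 9 they were 28319536, 28617192 and 32022992 for uninjected and 21107096, 23975796 and 24079970 for Wnt/Chrd explants. IBET libraries had the lower share of reads counted in genes. At stage 13 it was 72.8% ± 1.11 with vehicle and 62.1% ± 2.86 with IBET in uninjected explants, and 74.1% ± 1.27 and 65.0% ± 2.59 in Wnt/Chrd explants (SD, n = 3 each). At stage 17 it was 73.5% ± 0.807 and 63.8% ± 8.33 in uninjected explants, and 73.6% ± 1.42 and 69.1% ± 1.70 in Wnt/Chrd explants (SD, n = 3 each). Library a of both stage 13 Wnt/Chrd groups stood apart from the others. Its root mean square log2 difference over genes was 0.959 from the other vehicle libraries and 0.977 from the other IBET libraries, where those others differed from each other by 0.598 and 0.562. The comparison of libraries b and c alone was therefore added. The test of whether the effect of IBET differs between both kinds of explant, the Wnt/Chrd effect minus the uninjected effect, was run over all 4 groups of the stage.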

**Fig. 5.**
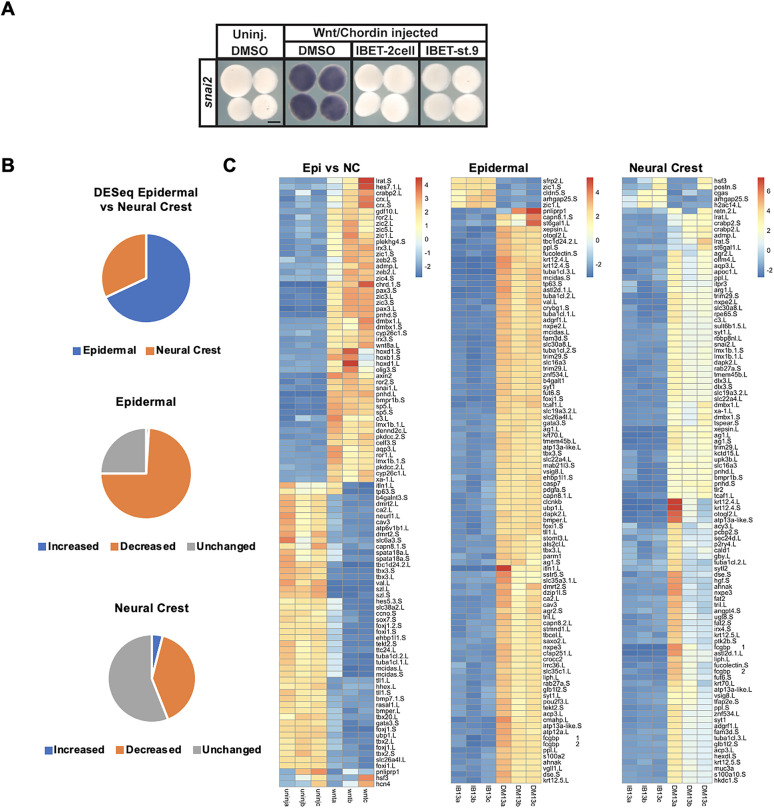
**Epidermal and neural crest progenitor cells possess unique gene signatures.** (A) *In situ* hybridization examining the expression of *snai2* in stage 13 Wnt/Chrd-induced explants treated with vehicle or IBET (250 μM), beginning at the two-cell stage or at stage 9. (B) Pie chart of stage 13 RNA-seq data depicting the percentage of epidermal and neural crest genes determined by comparing uninjected (epidermal) and Wnt/Chrd-induced (neural crest) explants using DESeq2 analysis, and pie charts depicting the effects of IBET treatment on those two different cell populations. (C) Heatmaps of the top 100 genes contributing to the variance between the cell populations compared in the pie charts in B. Scale bars: 250 μm.

DESeq2 revealed that expression of 2738 genes distinguish the neural crest from the epidermal state at stage 13, 32% of which show higher expression in the neural crest and 68% of which are higher in epidermal progenitors (Fig. 5B). 

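Wnt/Chrd explants had higher levels of Wnt targets and neural genes than uninjected explants at stage 13, and lower levels of genes of epidermal cell types. *axin2.L*, a direct Wnt target, stood at 258 ± 97.7 CPM in Wnt/Chrd and 6.65 ± 2.15 CPM in uninjected explants (SD, n = 3; log2 fold change 5.28, standard error 0.43, adjusted p = 0.0026). *irx3.S*, which encodes a neural plate factor, stood at 60.9 ± 23.3 and 0.186 CPM (log2 fold change 8.32, adjusted p = 0.00089). *id2.S*, a target of BMP signalling, was lower at 31.1 ± 3.97 against 404 ± 25.1 CPM (SD, n = 3; log2 fold change -3.70, standard error 0.19, adjusted p = 7e-04). *foxi1.L*, the regulator of ionocytes, was lower at 1.03 ± 0.966 against 113 ± 1.8 CPM (SD, n = 3; log2 fold change -6.77, standard error 0.83, adjusted p = 0.0059). Neural progenitor genes were higher in 25 of 41 cases (28 higher and 1 lower when adjusted over the list alone; adjusted p = 0.2 with an estimated correlation). Wnt feedback genes and targets were higher in 17 of 30 (19 when adjusted over the list alone; adjusted p = 0.096 with an estimated correlation). That list holds *wnt8a.L* and *wnt8a.S*, whose reads may come from the injected mRNA. Ionocyte genes were lower in 11 of 13 cases and BMP signalling genes in 17 of 38, with 1 higher (12 and 25 when adjusted over the list alone, with 4 BMP genes higher; adjusted p = 0.15 for each with an estimated correlation). Multiciliated cell genes were lower in 18 of 29 cases and immediate early genes in 8 of 24 (26 and 11 when adjusted over the list alone; adjusted p = 0.17 for each with an estimated correlation). Of 32 epidermal genes 5 were lower and 2 higher (11 and 2 when adjusted over the list alone; adjusted p = 0.6 with an estimated correlation). *krt12.4.L* stood at 492 ± 808 CPM in Wnt/Chrd and 2500 ± 1590 CPM in uninjected explants (SD, n = 3; log2 fold change -2.35, adjusted p = 0.46). The difference passed without Wnt/Chrd library a (adjusted p = 0.014).

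Of 20691 genes tested, 2479 differed, 910 higher and 1569 lower in Wnt/Chrd explants. The count was 4024 without Wnt/Chrd library a, 737 without uninjected library c and 5212 in the blocked fit. In the authors' own table 4207 genes have an adjusted p under 0.05. The paper's 2738 are those of them with a log2 fold change of at least 1.5 in size. With that threshold, chosen after seeing the values, 2060 genes remained here.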

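The early regulators of the neural plate border and neural crest named next were close to absent from uninjected explants at stage 13 and higher in Wnt/Chrd explants. *pax3.L*, a paired box factor of the neural plate border, stood at 430 ± 175 CPM in Wnt/Chrd and 0.152 ± 0.221 CPM in uninjected explants (SD, n = 3; log2 fold change 11.41, standard error 1.02, adjusted p = 0.0032). *snai1.L*, a zinc finger factor of neural crest, stood at 135 ± 29 and 0.329 ± 0.151 CPM (SD, n = 3; log2 fold change 8.64, standard error 0.42, adjusted p = 7e-04). *sp5.L*, a Wnt target, stood at 209 ± 70.5 and 0.127 CPM (log2 fold change 10.66, standard error 0.77, adjusted p = 0.0022). *sp5.S* had no count in uninjected explants and was at least 2790-fold higher in Wnt/Chrd explants (adjusted p = 0.0026). *foxd3.S*, a forkhead factor of pluripotent and neural crest cells, was higher by a ratio of 546 (95% interval from counting 97.6 to 21600, adjusted p = 0.016) at a level of 8.44 ± 8.72 CPM (SD, n = 3). Its call is lost without uninjected library a (adjusted p = 0.092), b (0.061) or c (0.075). Of the neural crest genes 9 of 16 were higher, as when adjusted over the list alone, and of the neural plate border genes 9 of 19 (12 when adjusted over the list alone), each with an adjusted p of 0.17 with an estimated correlation.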

As expected, among the genes most upregulated in the neural crest were known early regulators *sp5*, *pax3*, *zic3*, *foxd3*, and *snai1* (all show log2 fold change ≥8.64 and *P*adj:≤ 2.28 E-07) (Fig. 5C). We next asked which of the genes that distinguish neural crest progenitors from epidermis also showed altered expression in response to IBET treatment. Of the 872 genes that are upregulated in the neural crest at stage 13 relative to epidermis, 349 of them (40%) are downregulated by IBET treatment, further explaining the loss of reprogramming when BET activity is inhibited (Fig. 5B). 

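Regulators of the neural crest fell with IBET in Wnt/Chrd explants at stage 13. *snai2.L*, a zinc finger factor needed for neural crest formation, fell from 58.2 ± 50.6 to 0.554 ± 0.246 CPM (SD, n = 3; log2 fold change -6.70, standard error 0.79, adjusted p = 0.004). *pax3.L* fell from 451 ± 187 to 16.8 ± 18.5 CPM (SD, n = 3; log2 fold change -4.74, standard error 0.86, adjusted p = 0.013; 0.06 without IBET library c). *foxd3.S* fell from 8.74 to 0.291 CPM (log2 fold change -4.89, adjusted p = 0.025), and its call is lost without vehicle library a (adjusted p = 0.053) or IBET library a (0.052), b (0.083) or c (0.095). *snai1.L* fell from 141 ± 33.9 to 20.7 ± 24.2 CPM (SD, n = 3; log2 fold change -2.77, standard error 0.79, adjusted p = 0.048), a call lost without any 1 library other than IBET library a (adjusted p from 0.072 to 0.13). *snai1.S* had a log2 fold change of -0.02 (adjusted p = 0.98). Of 17 neural crest genes tested, 7 fell and 10 did not pass (9 fell and 1 rose when adjusted over the list alone). Of 19 neural plate border genes 10 fell and 1 rose (12 and 2 when adjusted over the list alone). Both lists had an adjusted p of 0.57 with an estimated correlation. The IBET libraries in which these groups fell had the lower share of reads counted in genes.

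Of the 910 genes higher in Wnt/Chrd explants, 270 fell with IBET (29.7%), where independent lists would share 82.8. Both tests use the same Wnt/Chrd vehicle libraries, so that a gene high in them by chance would tend to be counted here. The number is 59 without library c of the IBET-treated Wnt/Chrd explants and 504 without their library a. It is 772 in the blocked fits. The 910 and the 270 genes were called by adjusted p alone. In the authors' own table 1784 genes are higher in Wnt/Chrd explants at an adjusted p under 0.05. The paper's 872 are those of them with a log2 fold change of at least 1.5. The paper states that this fall of neural crest genes further explains the loss of reprogramming when BET activity is inhibited (Fig. 5B).

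**Figure D3:**
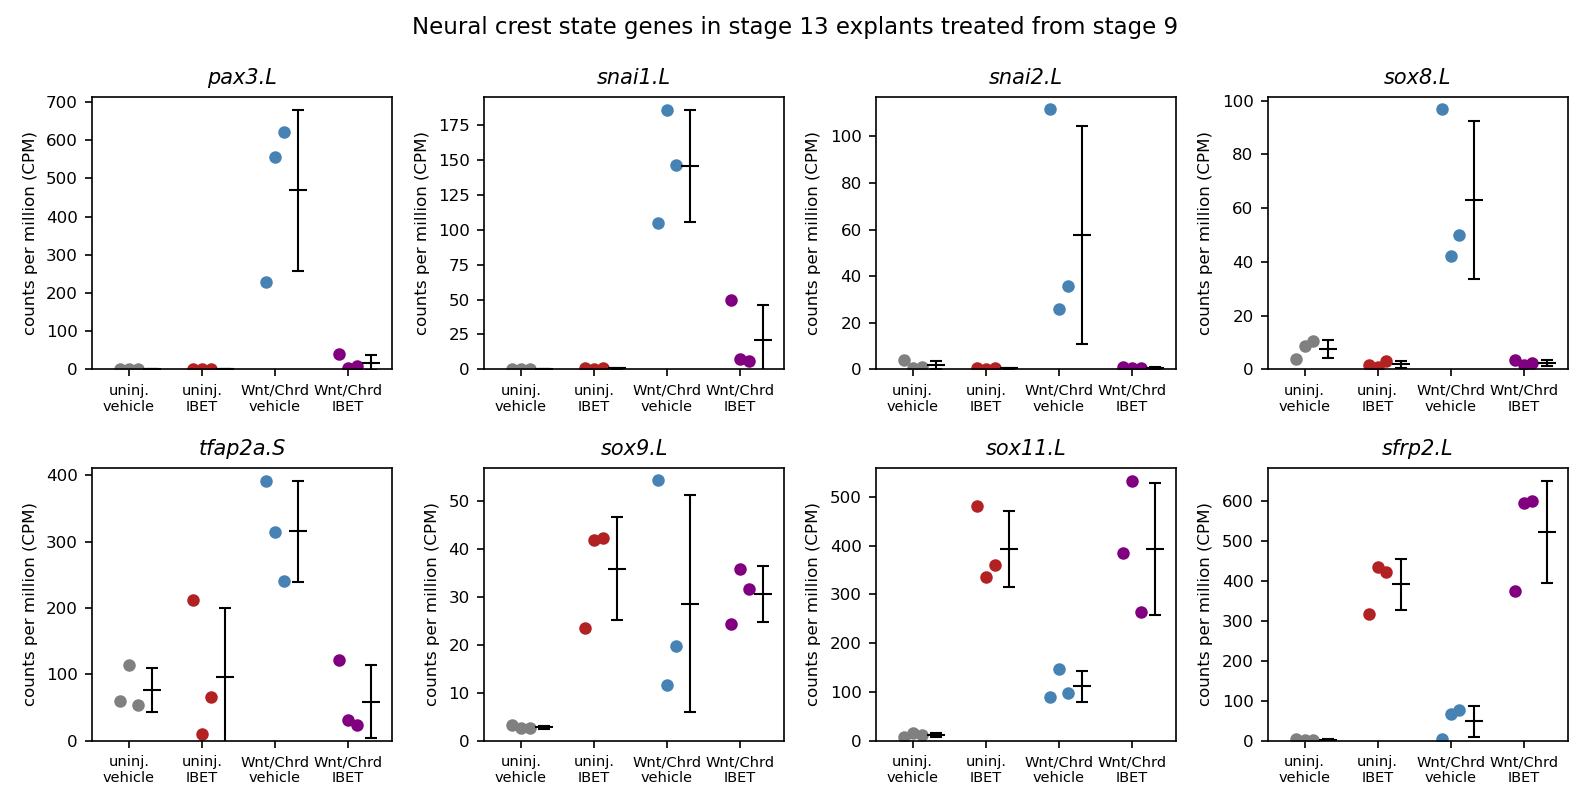
Levels of 8 genes in CPM (points are libraries, black dashes with error bars the mean ± SD, n = 3) in uninjected and Wnt/Chrd explants with vehicle or IBET at stage 13. *snai2.L* and *sox8.L* are near 0 in IBET-treated Wnt/Chrd explants, and *sox11.L* and *sfrp2.L* are highest with IBET (error bars that would reach below 0 end at the axis).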

Of the top 100 annotated genes upregulated in neural crest-reprogrammed caps (compared with controls), the genes for which expression did not decrease in response to IBET tended to be associated with neural development (Fig. S6). 

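Of the 100 named genes with the largest rises in Wnt/Chrd explants, 48 fell with IBET, 2 rose, 49 did not pass and 1 was not tested. The number that fell was 60 without IBET library a of Wnt/Chrd explants, 24 without b and 21 without c, and 82 of the 100 had a fold change below 0. Of the 12 members of the neural progenitor list among the 100, 11 did not pass and *nrp1.S* fell (log2 fold change -4.15, adjusted p = 0.017), and of 2 members of the neuron list *neurog2.S* fell (-3.70, adjusted p = 0.018) and 1 was not tested. Both calls are lost without IBET library b or c. All 3 neural crest genes and 4 of the 6 neural plate border genes among the 100 fell. The examples that follow were chosen after the values were seen. Those that fell include *lmx1b.1.L* (log2 fold change -6.75, adjusted p = 0.0024), which encodes a LIM homeodomain factor, *dmbx1.L* (-12.39, adjusted p = 0.0093) and *pdgfra.S*, which encodes a growth factor receptor of neural crest cells (-10.76, adjusted p = 0.02; 0.058 without IBET library b and 0.064 without c). Neural progenitor genes that did not pass include *zic2.L* (log2 fold change 0.51, adjusted p = 0.58), *foxb1.S* (-0.26, adjusted p = 0.82) and *irx3.L* (-0.69, adjusted p = 0.47). *sp5l.S* and *olig4.L* rose (log2 fold changes 1.29, adjusted p = 0.037, and 3.32, adjusted p = 0.025), and both calls are lost without vehicle library c or IBET library b or c, that of *sp5l.S* also without vehicle library a or b. Genes whose mRNA was injected are also among the 100, as *wnt8a.L* (log2 fold change 0.35, adjusted p = 0.73) and *chrd.1.S* (0.79, adjusted p = 0.43). So is the copy *wnt8a.S* (-0.09, adjusted p = 0.95). Reads of injected and endogenous transcripts were not told apart.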

Interestingly, 34 of the genes that define the neural crest state at stage 13 are upregulated in response to IBET and among these are the neuronal factors *sox11* and *nestin* as well the Wnt inhibitors *dkk1* and *sfrp2* and the FGF receptor antagonist *spry2*, none of which is functionally associated with a neural crest stem cell state. In addition, inhibition of Wnt/β-catenin signaling has been shown to be a requirement for neural induction (Heeg-Truesdell and LaBonne, 2006).

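*sox11.L*, a SoxC factor of neural progenitors, was higher in Wnt/Chrd than in uninjected explants at 103 ± 23.3 against 11.3 ± 3.98 CPM (SD, n = 3; log2 fold change 3.19, standard error 0.35, adjusted p = 0.0046). It rose further with IBET, from 108 ± 27.3 to 390 ± 128 CPM (SD, n = 3; log2 fold change 1.85, standard error 0.34, adjusted p = 0.014; 0.057 without IBET library b). *sfrp2.S* rose with IBET from 54.7 to 366 CPM (log2 fold change 2.74, standard error 0.47, adjusted p = 0.011). Its higher level in Wnt/Chrd than in uninjected explants (log2 fold change 1.52, adjusted p = 0.05) is lost without any 1 of 5 of the 6 libraries. *nes.L*, which encodes the intermediate filament protein nestin, was higher in Wnt/Chrd explants (log2 fold change 3.35, adjusted p = 0.0068) and had an IBET value of -1.37 (adjusted p = 0.16; 0.034 without IBET library a). Its copy *nes.S* rose with IBET (log2 fold change 2.03, adjusted p = 0.024), a call lost without vehicle library b or c or IBET library b or c. The Wnt inhibitor gene *dkk1.S* was higher in Wnt/Chrd explants (log2 fold change 2.50, adjusted p = 0.006) and had 1.74 with IBET (adjusted p = 0.11). *spry2.S*, which encodes a feedback inhibitor of FGF signalling, was higher in Wnt/Chrd explants (log2 fold change 2.80, adjusted p = 0.036; lost without uninjected library a or c or Wnt/Chrd library b or c) and had 1.37 with IBET (adjusted p = 0.085). Of the 910 genes higher in Wnt/Chrd explants 22 rose with IBET, a number that the Wnt/Chrd vehicle libraries used in both tests tend to lower. The number was 4 without Wnt/Chrd vehicle library c and 72 in the blocked fits.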

We also examined the full transcriptome changes that occur in response to IBET treatment in cells transiting from pluripotency to either a neural crest or epidermal state. We found that, in response to BET inhibition, 6561 genes are differentially expressed in cells that would otherwise transit to the epidermal state. 

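In uninjected explants IBET lowered most genes of secretory, epidermal and ciliated cells. *otogl2.L*, which encodes a secreted mucin-like protein, fell from 4940 to 7.44 CPM (log2 fold change -9.37, adjusted p = 0.00011), and *tuba1cl.3.L*, which encodes a tubulin, fell from 1210 to 0.261 CPM (log2 fold change -12.18, adjusted p = 1.1e-05). *txnip.L*, which encodes a thioredoxin-interacting protein, rose from 45.6 to 597 CPM (log2 fold change 3.71, adjusted p = 4.4e-05). Genes of cement gland and secretory cells fell in 8 of 13 cases and rose in 2, as when adjusted over the list alone, and placode genes fell in 6 of 11, again as when adjusted over the list alone. Genes known to respond to HDAC inhibitors rose in 7 of 10 cases and fell in 2, and p53 targets rose in 13 of 29 and fell in 4, with the same numbers when adjusted over each list alone. The p53 target *mdm2.L*, which encodes the ubiquitin ligase of p53, rose from 63 to 671 CPM (log2 fold change 3.41, adjusted p = 0.00047). For these 4 lists the adjusted p was 0.55 with an estimated correlation. In all 10231 of 21278 genes tested changed with IBET, 4871 higher and 5360 lower, and 6853 of them had a log2 fold change of at least 1.5 in size. Scaling by library totals alone moved the median log2 fold change from 0.05 to 0.19 and the share of called genes that were higher from 47.6% to 53.1%. The lower share of reads counted in genes lies with the same IBET libraries.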

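In Wnt/Chrd explants IBET lowered genes of the cement gland and the epidermis. *ag1.L*, a cement gland gene, fell from 475 ± 289 to 0.264 CPM (log2 fold change -10.77, adjusted p = 0.0023). *xepsin.L*, which encodes an epidermal serine protease, fell from 358 ± 206 to 0.397 CPM (log2 fold change -9.79, standard error 0.66, adjusted p = 0.0018). *trim29.L*, an epidermal gene, fell from 419 ± 329 to 0.583 CPM (log2 fold change -9.47, standard error 0.75, adjusted p = 0.0023). *arhgap25.S*, which encodes a GTPase-activating protein, rose from 0.247 to 36.6 CPM (log2 fold change 7.15, adjusted p = 0.0049). Cement gland and secretory genes fell in 8 of 11 cases, as when adjusted over the list alone (adjusted p = 0.41 with an estimated correlation). Epidermal genes fell in 17 of 28 (19, with 1 rising, when adjusted over the list alone; adjusted p = 0.52 with an estimated correlation). Of 44 pluripotency genes 14 fell and 2 rose (16 and 3 when adjusted over the list alone; adjusted p = 0.57 with an estimated correlation), with *pou5f3.1.S* falling from 287 to 26.7 CPM (adjusted p = 0.0045). Of 20664 genes tested 3163 changed, 1386 higher and 1777 lower. In the authors' own table 5643 genes changed at an adjusted p under 0.05. The paper's 3937 are those of them with a log2 fold change of at least 1.5 in size. With that threshold, chosen after seeing the values, 2812 genes remained here.

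The test of whether the IBET effect differs between both kinds of explant passed for 524 of 23393 genes, 421 with a higher and 103 with a lower effect in Wnt/Chrd explants. The count was 189 without uninjected vehicle library a and 920 without Wnt/Chrd vehicle library a. *efnb2.L*, which encodes an ephrin, fell in uninjected explants (log2 fold change -1.97, standard error 0.25, adjusted p = 0.00056) and rose in Wnt/Chrd explants (1.49, adjusted p = 0.019; lost without vehicle library c or IBET library b or c), a difference of 3.47 (standard error 0.39, adjusted p = 0.0031). The count for Wnt/Chrd explants was 644 without IBET library c, 5732 without IBET library a, 7950 with libraries b and c alone and 6272 in the blocked fit. The count of differing genes was 997 in the blocked fit. All 3 splits tried that exchanged IBET libraries alone between the kinds of explant called as many genes, up to 639. The 56 that moved a vehicle library called 0. The count thus rests on the difference between the vehicle groups, and an unlike response to IBET was not told apart from an unlike starting level.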

Significantly fewer genes, 3937, are altered in neural crest reprogrammed explants treated with IBET, and this difference likely reflects the less restricted state of neural crest cells relative to epidermal progenitors. 

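Genes changed by IBET in both kinds of explant include *klf5.L*, a Krüppel-like factor gene, which fell in Wnt/Chrd explants (log2 fold change -5.71, adjusted p = 0.0047). *sfrp2.L* rose in uninjected explants from 1.91 to 403 ± 69.8 CPM (SD, n = 3; log2 fold change 7.71, adjusted p = 3.4e-05). In Wnt/Chrd explants it rose from 45.6 ± 36.9 to 522 ± 135 CPM (SD, n = 3; log2 fold change 3.52, standard error 0.92, adjusted p = 0.038; lost without vehicle library b or c or IBET library b or c). *txnip.L* rose in Wnt/Chrd explants too, from 33.4 ± 9.88 to 436 ± 65.2 CPM (SD, n = 3; log2 fold change 3.70, standard error 0.33, adjusted p = 0.0024). By adjusted p alone, without the log2 fold change of at least 1.5 that the paper's counts of these genes match, both kinds of explant were compared. Of the genes changed in Wnt/Chrd explants, 2627 (83.1%) also changed in uninjected explants, where independent lists would share 1408. Of these, 1416 fell in both and 1186 rose in both (99.0%), and 14 and 11 moved in opposite directions. The 4 groups share no library. Over the 19873 genes tested in both, the log2 fold changes had a Pearson correlation of 0.813 across genes, which are not independent replicates.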

Interestingly, ∼75% of genes for which expression was significantly altered by IBET in the neural crest were also altered in epidermal explants, and their expression was largely changed in the same direction (e.g. upregulated/downregulated) (Fig. 6A). This indicates that many of the genes regulated by BET activity are shared regardless of the state transition.

**Fig. 6.**
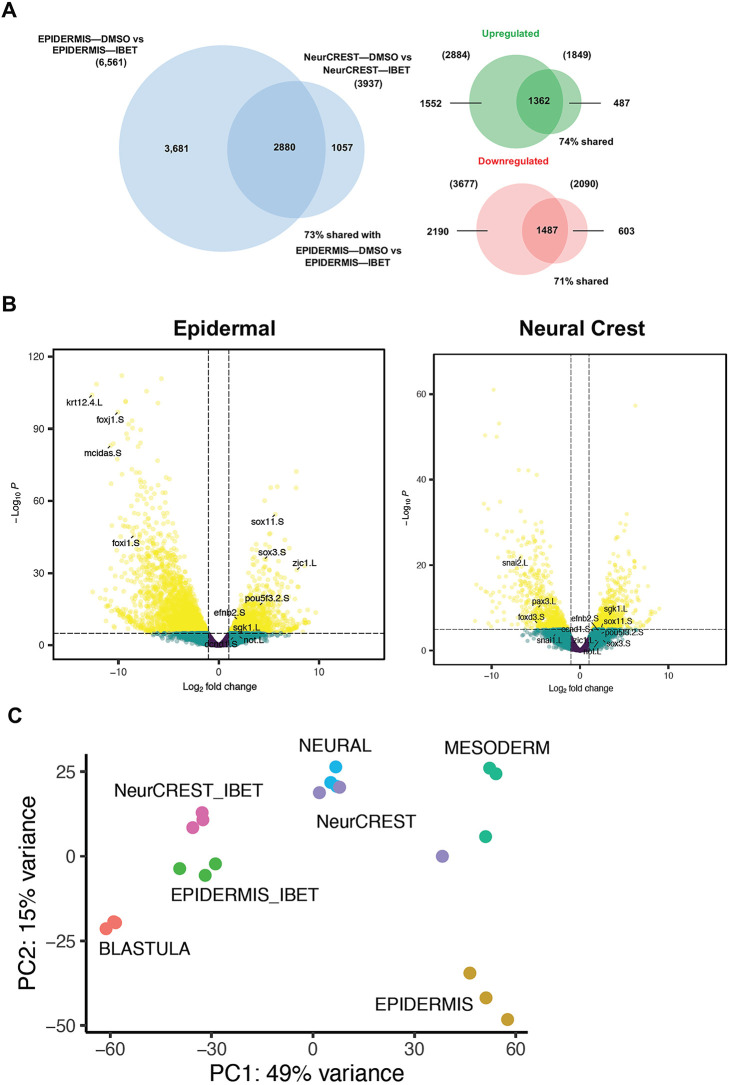
**Transcriptome changes in response to BET inhibition are shared across state transitions.** (A) Venn diagrams depicting the overlap between genes found to be significantly altered using DESeq2 when comparing stage 13 epidermal explant response to IBET (250 μM) with stage 13 neural crest-reprogrammed explant response to IBET. Larger diagram compares total genes sets; smaller diagrams compare upregulated or downregulated gene sets. (B) Volcano plots of genes differentially expressed in stage 13 epidermal and neural crest explants in response to IBET. Genes noted are those that are downregulated in epidermal cells only (*krt12.4.L*, *foxj1.S*, *mcidas.S*, *foxi1.S*), downregulated in neural crest only (*snai2.L*, *snai1.L*, *foxd3.S*, *pax3.L*), and genes which are upregulated in both sets (*efnb2.S*, *ccnd1.S*, *sgk1.L*, *sox11.S*, *sox3.S*, *zic1.L*, *pou5f3.2.S*, *not.L*). (C) PCA plot comparing the variance between the transcriptomes of IBET-treated explants (EPIDERMIS_IBET, NeurCREST_IBET) and that of blastula and several other lineages (Neural, Mesoderm, Epidermis, NeurCREST). Aside from blastula-stage explants, explants of all other lineages were collected at stage 13.

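Of the 4 genes that the legend gives as lowered in epidermal explants, all fell in uninjected explants. *krt12.4.L* fell from 2540 ± 1550 to 0.381 ± 0.211 CPM (SD, n = 3; log2 fold change -12.63, standard error 0.71, adjusted p = 2.5e-05), and *mcidas.S*, *foxj1.S* and *foxi1.S* fell with log2 fold changes of -10.78, -10.05 and -8.48 (adjusted p = 1.1e-05, 1.1e-05 and 0.00011). In Wnt/Chrd explants *krt12.4.L* fell as well (log2 fold change -12.06, adjusted p = 0.017; 0.071 without IBET library b and 0.077 without IBET library c), while *foxj1.S*, *mcidas.S* and *foxi1.S* had too few counts to be tested. The IBET effect minus that in uninjected explants was 5.24 for *foxj1.S* (adjusted p = 0.47), 4.67 for *mcidas.S* (adjusted p = 0.52) and 2.75 for *foxi1.S* (adjusted p = 0.96). Without Wnt/Chrd vehicle library a it passed for *foxj1.S* (adjusted p = 0.0032) and *mcidas.S* (0.00064).

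In uninjected explants 5 of the 12 neural crest genes tested rose with IBET and 3 fell (5 and 4 when adjusted over the list alone; adjusted p = 0.75 with an estimated correlation). *snai2.L* had a log2 fold change of -2.33 there (adjusted p = 0.062; 0.027 without vehicle library b) and *snai1.L* of 0.97 (adjusted p = 0.17), and *pax3.L* and *foxd3.S* had too few counts to be tested. The difference between explants passed for *foxd3.S* (-8.48, adjusted p = 0.027; lost without any 1 of 8 of the 12 libraries) and *pax3.S* (-5.80, standard error 1.11, adjusted p = 0.021; lost without any 1 of 6). It did not pass for *snai2.L* (-4.29, adjusted p = 0.11), *snai1.L* (-3.71, adjusted p = 0.1) or *pax3.L* (-5.90, adjusted p = 0.072). Without library a of IBET-treated Wnt/Chrd explants it passed for *snai1.L* (adjusted p = 0.0025) and *pax3.L* (0.016), and for *pax3.L* also without Wnt/Chrd vehicle library a (0.047) or uninjected vehicle library b (0.041).

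Among the genes that the legend gives as raised in both, *efnb2.S* rose in uninjected (log2 fold change 1.83, adjusted p = 0.00069) and Wnt/Chrd explants (2.03, adjusted p = 0.023). *ccnd1.S*, which encodes cyclin D1, rose in both (1.45, adjusted p = 0.015, and 1.46, adjusted p = 0.024). *sgk1.L*, which encodes a serum- and glucocorticoid-regulated kinase, rose in both (2.04, adjusted p = 0.0077, and 3.21, standard error 0.52, adjusted p = 0.0097). *sox11.S* rose in both (5.61, adjusted p = 4.5e-05, and 2.35, adjusted p = 0.02) and *pou5f3.2.S* in both (4.03, adjusted p = 0.00053, and 2.32, adjusted p = 0.037). In Wnt/Chrd explants *sox3.S* had a log2 fold change of 2.50 (adjusted p = 0.11; 0.043 without vehicle library a), *zic1.L* of 1.90 (adjusted p = 0.11; 0.027 without vehicle library b) and *not.L* of 2.03 (adjusted p = 0.11). Of these calls, those of *efnb2.S* and *ccnd1.S* in Wnt/Chrd explants are lost without vehicle library b or c or IBET library b or c. That of *sox11.S* is lost without vehicle library c (adjusted p = 0.052) or IBET library b (0.074), and that of *pou5f3.2.S* without any 1 of 5 libraries. In uninjected explants that of *ccnd1.S* is lost without vehicle library a (0.055) or IBET library c (0.06).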

Perhaps unsurprisingly, the genes downregulated in response to IBET treatment in explants that would otherwise form epidermis were mainly linked to epidermal differentiation including *krt12.4*, *mcidas*, *foxi1* and *foxj1* (Fig. 6B). By contrast, genes upregulated in these explants included genes associated with neural progenitors and pluripotency including *zic1*, *zic2*, *sox11*, *sox3*, *pou5f3.2* and *lhx3*. 

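Most genes of the multiciliated cell, ionocyte and epidermis lists fell with IBET in uninjected explants. Of the multiciliated cell genes 27 of 29 fell and 2 did not pass, of the ionocyte genes 11 of 13 fell and 1 rose, and of the epidermal genes 22 of 31 fell and 4 rose. When adjusted over the list alone the numbers were the same apart from 24 epidermal genes falling, and the adjusted p was 0.55 for each list with an estimated correlation. The multiciliated cell regulators stood at 0.213 CPM with IBET against 392 ± 120 CPM with vehicle (SD, n = 3) for *mcidas.S* and at 0.247 ± 0.125 against 272 ± 23.6 CPM for *foxj1.S* (SD, n = 3). *foxi1.S*, the master regulator of ionocytes, stood at 0.373 against 141 ± 19.9 CPM, and its target *ubp1.L* fell as well (log2 fold change -7.38, adjusted p = 5.3e-05). With vehicle, 18 of 29 multiciliated cell genes and 11 of 13 ionocyte genes were lower in Wnt/Chrd than in uninjected explants. With IBET in Wnt/Chrd explants, 2 of 20 multiciliated cell genes fell (1 when adjusted over the list alone; adjusted p = 0.95 with an estimated correlation), and the 4 ionocyte genes tested had a median log2 fold change of 0.76 (adjusted p = 0.57 with an estimated correlation). The effect of IBET was higher in Wnt/Chrd than in uninjected explants for 7 of 13 ionocyte genes and 6 of 29 multiciliated cell genes (9 and 19 when adjusted over the list alone; adjusted p = 0.038 for each with an estimated correlation). This test does not tell an unlike response from the lower level of these genes in Wnt/Chrd explants with vehicle. *atp6v1b1.L*, which encodes a subunit of the proton pump, differed by 6.99 (standard error 1.14, adjusted p = 0.011), and *tekt1.L*, which encodes a ciliary protein, by 4.09 (standard error 0.60, adjusted p = 0.0074).

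**Figure D4:**
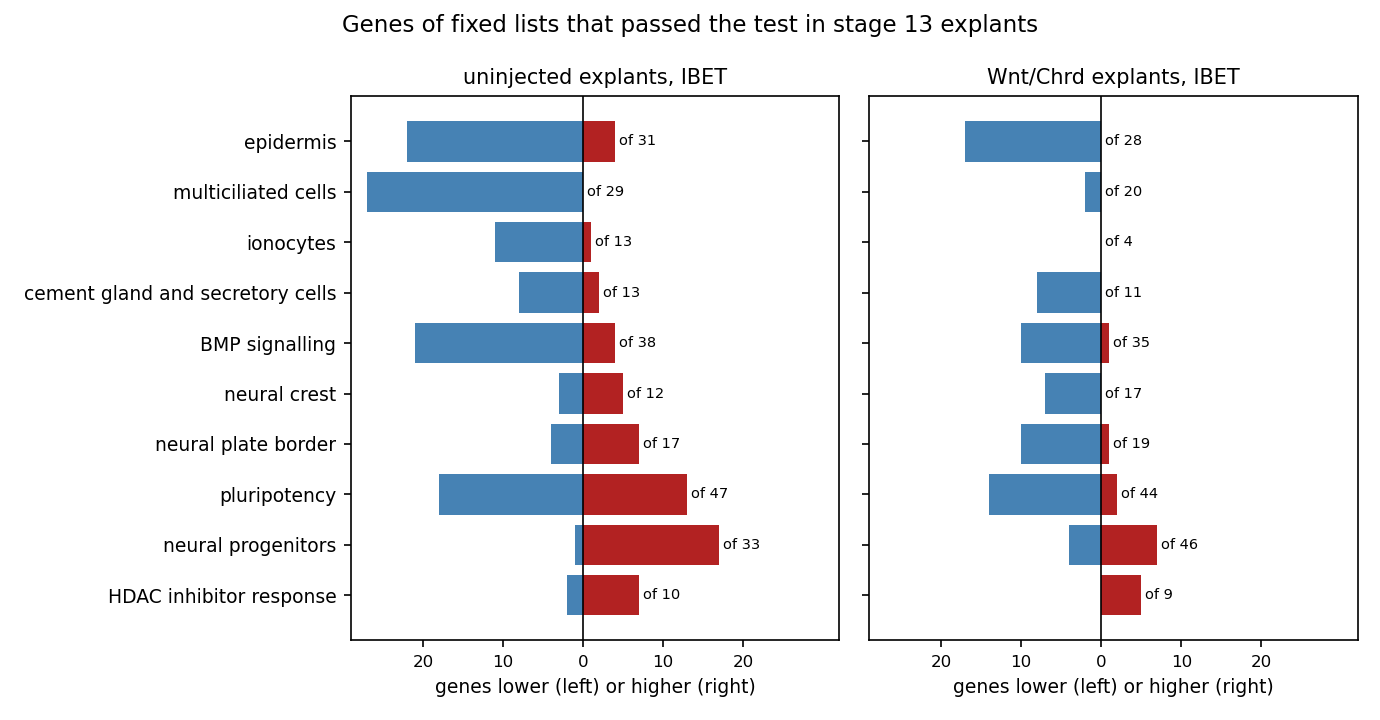
Number of genes of each fixed list that were lower (bars to the left) or higher (bars to the right) with IBET than with vehicle at an adjusted p under 0.05 in stage 13 explants, uninjected and Wnt/Chrd. The number of genes tested stands beside each bar, and multiciliated cell genes fell in 27 of 29 cases in uninjected and 2 of 20 in Wnt/Chrd explants.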

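Neural progenitor genes rose with IBET in uninjected explants. *zic1.S* rose from 1.08 to 221 ± 20.1 CPM (SD, n = 3; log2 fold change 7.68, standard error 0.53, adjusted p = 4.5e-05). *zic2.L* rose from 0.479 to 61.6 ± 18.5 CPM (SD, n = 3; log2 fold change 7.00, standard error 0.60, adjusted p = 9.2e-05). *sox11.L* rose from 11.7 ± 4.36 to 403 ± 76.2 CPM (SD, n = 3; log2 fold change 5.11, standard error 0.37, adjusted p = 5e-05). *sox3.S* rose from 35.6 ± 15.7 to 825 ± 132 CPM (SD, n = 3; log2 fold change 4.54, standard error 0.37, adjusted p = 7.3e-05), and *pou5f3.2.S* from 29.3 ± 21.2 to 479 ± 122 CPM (SD, n = 3). *lhx3.S*, a LIM homeodomain gene of motor neurons, rose from 0.0631 to 4.16 CPM (log2 fold change 5.92, adjusted p = 0.0017), and *sox2.L* had a log2 fold change of 0.51 (adjusted p = 0.44). Of 33 neural progenitor genes 17 rose and 1 fell (18 and 1 when adjusted over the list alone; adjusted p = 0.55 with an estimated correlation). Of the blood and endothelium list, of cells outside the explant, 3 of 5 genes rose, also over the list alone (adjusted p = 0.55 with an estimated correlation). Its median log2 fold change was 2.78, beside 1.5 for the neural progenitor list. The share of reads counted in genes was 62.1% in these IBET libraries and 72.8% with vehicle. Of 47 pluripotency genes 13 rose and 18 fell, as when adjusted over the list alone (adjusted p = 0.91 with an estimated correlation). Of 28 maternal transcripts 14 rose and 3 fell (15 and 3 when adjusted over the list alone; adjusted p = 0.73 with an estimated correlation). *pou5f3.2.L* rose too (log2 fold change 1.68, adjusted p = 0.025), a call lost without vehicle library a (adjusted p = 0.073) or c (0.088) or IBET library a (0.065).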

Gene Ontology analysis of genes upregulated in response to IBET showed enrichment for neural differentiation and, consistent with this, a number of genes associated with neural progenitors were also upregulated in both epidermal and neural crest explants in response to IBET including *sox11*, *sgk1*, *efnb2*, *zic1*, *not* and *ccnd2* at both stages 13 and17 (Fig. 6B; Fig. S7). 

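At stage 17 *sox11.L* rose with IBET in uninjected explants from 3.24 to 252 CPM (log2 fold change 6.28, standard error 0.47, adjusted p = 4.4e-05) and in Wnt/Chrd explants from 39.7 to 370 CPM (3.22, standard error 0.39, adjusted p = 0.00051). *zic1.L* rose in both (log2 fold changes 8.41, adjusted p = 0.00088, and 2.85, adjusted p = 0.0036), and *not.L* in both (3.47, adjusted p = 0.0058, and 2.19, adjusted p = 0.0085). *ccnd2.S*, which encodes cyclin D2, rose in both (2.23, adjusted p = 0.003, and 1.69, adjusted p = 0.0056), and at stage 13 it rose in uninjected explants (1.75, adjusted p = 0.0047). *ccnd2.L* had 0.42 in uninjected (adjusted p = 0.46) and 2.61 in Wnt/Chrd explants (adjusted p = 0.00061) at stage 17. *efnb2.S* rose in uninjected explants from 10.4 to 162 CPM (log2 fold change 3.96, standard error 0.39, adjusted p = 0.00016) and had 0.92 in Wnt/Chrd explants (adjusted p = 0.063; 0.047 without vehicle library b and 0.048 without c). *sgk1.L* rose in Wnt/Chrd explants (2.83, adjusted p = 0.0062) and had 1.2 in uninjected explants (adjusted p = 0.093; 0.0073 without IBET library a). Whether these effects differ between both kinds of explant at stage 17 was not tested.

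Of the neural progenitor genes, 28 of 35 rose in uninjected and 29 of 46 in Wnt/Chrd explants, with 1 and 2 falling (29 and 29 rising when adjusted over the list alone; adjusted p = 0.43 and 0.44 with an estimated correlation). In all, IBET changed 10373 of 21722 genes in uninjected explants, 4789 higher and 5584 lower, and 10783 of 21513 in Wnt/Chrd explants, 5242 higher and 5541 lower. At stage 17 the IBET libraries of both kinds of explant again had the lower share of reads counted in genes. With scaling by library totals alone the median log2 fold change in uninjected explants was 0.15 instead of -0.01, and the share of called genes that were higher 52.3% instead of 46.2%.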

The upregulation of neural genes in response to BET inhibition is intriguing given our recent finding that the neural progenitor state lies closest in state space to the pluripotent state relative to other non-neural crest lineages (Johnson et al., 2022), a finding that adds genomic context to the neural default model (Smukler et al., 2006; Vallier et al., 2004; Weinstein and Hemmati-Brivanlou, 1997).

To further examine the relationship of IBET-treated explants to a range of embryonic lineage states, we took advantage of recently published transcriptomes for explants induced to form mesodermal or neural progenitors (Johnson et al., 2022). 

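IBET-treated uninjected and Wnt/Chrd explants lay nearer to each other than the vehicle-treated explants did. A principal component analysis was made of the 500 genes most variable over the stage 9 uninjected and the stage 13 libraries, and its first 3 components held 61.9%, 21.5% and 9.15% of the variance. On these 3 components the centers of both IBET groups were 28.2 apart, and those of both vehicle groups 88.6. Libraries within a group were there 3.04 to 21.4 apart for IBET-treated uninjected and 7.56 to 23 for IBET-treated Wnt/Chrd explants. With vehicle they were 7.67 to 16.2 apart for uninjected and 4.67 to 52.9 for Wnt/Chrd explants. On all components the centers were 39.7 apart with IBET and 89.2 with vehicle, and libraries within these IBET groups 37.9 to 46.4 and 30.6 to 46.2. Within the vehicle groups libraries were 26.9 to 33.5 apart for uninjected and 33.8 to 70.2 for Wnt/Chrd explants, so that the vehicle distance involves a wide group. On all components from the stage 9 blastula explants, IBET-treated uninjected explants were 113.5 and their vehicle controls 184.4 apart. For Wnt/Chrd explants these distances were 121.4 with IBET and 161.8 with vehicle. Transcriptomes of mesodermal and neural progenitors were not analysed here.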

Principal component analysis (PCA) of our current datasets together with transcriptomes of those states at stage 13 shows IBET-treated ‘epidermal’ and ‘neural crest’ explants clustering closely together and closest to neural and pluripotent blastula cells (Fig. 6C), consistent with a role for BET activity in exit from the pluripotent state.

### Inhibiting BET activity prolongs competency to adopt a neural progenitor state

The above findings indicate that at stage 13, IBET-treated explants share features with both pluripotent blastula cells and neural progenitor cells. This raised the intriguing possibility that blocking BET activity might extend the competence of initially pluripotent cells to transit to a neural progenitor state. Our recent work demonstrated that stage 10.5, early gastrulation, is when cells are initially diverted from a neural trajectory and begin to acquire epidermal character (Johnson et al., 2022). We therefore asked whether IBET treatment of blastula explants would allow them to respond to neural inducing cues past the time when control explants can. Treatment with a small molecule antagonist of BMP signaling, K02288 (Sanvitale et al., 2013), directs blastula explants to adopt a neural fate, as evidenced by expression of *sox3* (K02288: 100%, *n*=43; DMSO: 0%, *n*=34), and prevention of *krt12.4* expression (K02288: 0%, *n*=38; DMSO: 100%, *n*=42) at stage 13 (Fig. 7A,B; Fig. S8). When BMP inhibition is initiated at stage 12, during gastrulation, cells are no longer competent to adopt a neural fate, as evidenced by lack of *sox3* induction (0%, *n*=41) and instead express *krt12.4* (100%, *n*=45). By contrast, explants treated with IBET from stages 9 to 11 were able to adopt a neural fate when BMP signaling was inhibited (BMPi) at stage 12 and, accordingly, these explants expressed *sox3* (100%, *n*=45) and not *krt12.4* (0%, *n*=37). This was accompanied by a restored loss of phosphorylated R-Smad proteins (Fig. 7C). Further, we did not find that IBET and BMPi had similar effects on *sox3* expression or pSmad-1,5,8 levels in explants treated from stages 9 to 15 compared with controls (Fig. S9).

**Fig. 7.**
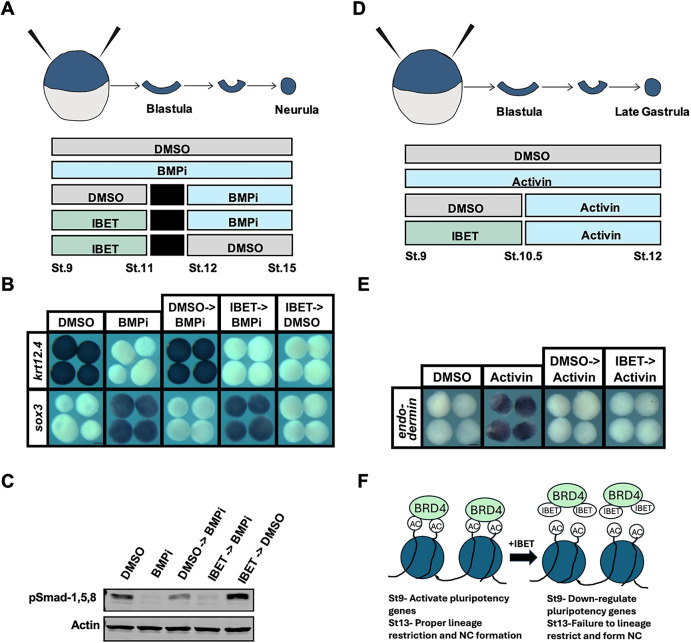
**Inhibition of BET activity prolongs competency to adopt a neural progenitor state.** (A) Diagram of experimental design to test the competence of IBET-treated explants to respond to a neural-inducing BMP inhibitor past the time non-treated explants normally would. (B) *In situ* hybridization examining the expression of *sox3* and *krt12.4* in explanted blastula caps treated with vehicle or IBET (250 μM) from stages 9 to 11, washed into fresh 1× MMR, treated with BMPi (K02288) (20 μM) from stages 12 to 15 and then collected for analysis. Only explants treated with IBET then BMPi were able to induce a neural fate (as evidenced by expression of *sox3* but not *krt12.4*) similar to that of explants treated with just BMPi. (C) Western blot analysis of stage 15 explants collected at same time as explants collected for *in situ* analysis with the same treatment schedule. Blot was probed with anti-pSmad-1,5,8 to assess levels of active BMP signaling, and anti-actin for normalization. pSmad-1,5,8 and actin were detected on the same membrane using the same secondary antibody. (D) Diagram of experimental design to test the competence of IBET-treated explants to respond to endoderm-inducing activin past the time non-treated explants normally would. (E) *In situ* hybridization examining expression of *endodermin* in explanted blastula caps treated with vehicle or IBET from stages 9 to 10.5, then treated with activin from stages 10.5 to 12, then collected for analysis. Only explants treated with activin at stages 9 through 12 showed increased expression of *endodermin*. (F) Model depicting two temporally distinct roles for Brd4 in the establishment and exit from pluripotency. Scale bars: 250 μm.

To determine whether IBET-treated explants retain full pluripotency or only a prolonged competence to respond to neural-inducing cues, we asked whether they also exhibited a prolonged ability to respond to activin treatment by forming endoderm. Treatment of blastula explants with activin at stage 9 leads to strong expression of *endodermin* at stage 12 (100%, *n*=39); however, these explants can no longer form endoderm when treated with activin at stage 10.5 (100%, *n*=33) (Fig. 7D,E). Importantly, blocking BET activity had no effect on the ability of activin to induce endoderm at stage 10.5, as evidenced by a failure to induce expression of *endodermin* (100%, *n*=34), nor did it affect the ability of activin to increase pSmad-2 levels (Fig. S9). Thus, the effect of BET inhibition at blastula stages is to prolong the competence of initially pluripotent cells to transit to a neural progenitor state, and not to prolong full pluripotency (e.g. the ability to adopt all lineage states) (Fig. 7F).

## DISCUSSION

Epigenetic regulation is a crucial component of the regulatory mechanisms that control stem cell attributes. Histone post-translational modifications (PTMs), together with the chromatin remodelers tasked with writing, erasing and reading these marks, play essential roles in the formation and maintenance of both pluripotent blastula and neural crest stem cells. We recently reported that a low level of histone acetylation is a shared feature of both neural crest cells and pluripotent blastula cells, and that HDAC activity is crucial for establishment of both cell types (Rao and LaBonne, 2018). That study further found that increasing HDAC activity enhanced reprogramming to a neural crest state. Moreover, Snai2 has been shown to form a complex with HDACs and the adaptor LMO4 to control expression of some neural crest regulatory factors in *Xenopus* (Ochoa et al., 2012). Together those findings pointed to the importance that control of histone acetylation plays in both the neural crest and blastula stem cells and raised the important question of what proteins read these marks to control chromatin accessibility and gene expression.

To address this question, we investigated a class of epigenetic factors containing bromodomains that selectively target acetylated lysines and recruit transcriptional regulatory machinery (Marmorstein and Zhou, 2014). Interestingly, these readers of histone acetylation have also been shown to be crucial for the maintenance of pluripotency in cultured ESCs, providing further evidence that histone acetylation is under tight control during lineage restriction. More specifically, the BET family bromodomain reader, Brd4, has been shown to interact with acetylated H4 to regulate pluripotency in ESCs as well as to interact with Oct4 (Gonzales-Cope et al., 2016; Wu and Belmonte, 2015). Brd4 knockout in mice is embryonically lethal, and it has been shown that Brd4 activity is required to maintain the pluripotent state in ESCs (Di Micco et al., 2014; Fernandez-Alonso et al., 2017; Houzelstein et al., 2002; Liu et al., 2014). Moreover, Brd4 activity has been closely linked to regulation of Myc, which plays a key role in both blastula and neural crest stem cells (Bellmeyer et al., 2003; Kotekar et al., 2022).

In this study, we found that *Xenopus* embryos treated with small molecules that block binding of BET domains to acetylated lysine residues on histones (Filippakopoulos et al., 2010; Mirguet et al., 2013; Rhyasen et al., 2016) showed a severe reduction or complete loss of neural crest markers. Notably, treatment with these inhibitors did not result in a loss of neural progenitor cells in whole embryos (Fig. 1B). Inhibiting BET activity also prevented animal pole explants from being reprogrammed to a neural crest state in response to Wnt and Chrd expression. In addition to defects in neural crest progenitors, we found that BET inhibition led to downregulation of pluripotency factors in blastula stem cells (Fig. 2A) and the loss of functional pluripotency in explanted animal pole cells (Fig. 3), indicating that a requirement for BET activity is another shared feature of blastula and neural crest stem cells. Morpholino-mediated depletion of Brd4 supports that the inhibition of this BET factor contributes most to the effects of IBET and the other inhibitors (Fig. S5).

The findings that BET activity is essential for pluripotency in blastula stems cells and in neural crest cells was puzzling, however, as it meant that blocking the activity of a reader of acetylation appeared to produce the same phenotype at a functional level as the loss of HDAC activity, which increases histone acetylation (Rao and LaBonne, 2018). To characterize the mechanisms through which these two inhibitors regulate pluripotency, we compared the transcriptome changes elicited by TSA and IBET in blastula stem cells. Both inhibitors drove global changes in gene expression, with 957 genes differentially regulated after IBET treatment and 920 genes significantly differentially regulated in blastula cells after TSA treatment. However, although HDAC inhibition led to roughly equal numbers of genes being upregulated versus downregulated, BET inhibition predominantly downregulated gene expression (Fig. 4C), evidence pointing to distinct mechanisms of action. That HDAC inhibition led to roughly equal numbers of genes being up- and downregulated was of interest given that HDACs are thought to predominantly be repressors of gene expression. The dynamic changes in the transcriptome in response to TSA treatment suggests that HDACs may play a more context-specific and complex role in the regulation of gene expression. Indeed, recent work has found that HDACs are enriched at the promoters of active genes (Wang et al., 2009), and that HDACs may play a positive regulatory role in stem cell maintenance, as we find here (Baltus et al., 2009; Saunders et al., 2017).

It was noteworthy that fewer than one third of genes with an altered expression in response to HDAC or BET inhibition were shared (Fig. 4D), and there were 533 genes differentially expressed in response to IBET but not TSA treatment. Among the most significantly downregulated of these genes were *zic3*, *admp*, *dlx3*, *bmp7* and *ventx1.2* (Table S1). 

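*admp.S*, which encodes a BMP-like ligand, was nearly lost with IBET at stage 9 and fell from 6.17 to 0.106 CPM (log2 fold change -5.75, standard error 0.49, adjusted p = 0.013), with -2.25 for TSA (adjusted p = 0.077; 0.0032 without TSA library a and 0.02 without b). *bmp7.2.L*, which encodes a BMP ligand, fell from 476 ± 90.4 to 125 ± 18.9 CPM (SD, n = 2; log2 fold change -1.93, standard error 0.18, adjusted p = 0.016), with -0.27 for TSA (adjusted p = 1). Its copy *bmp7.2.S* had 0.03 with IBET (adjusted p = 1). The homeobox gene *dlx3.S* fell with IBET (-3.85, standard error 0.46, adjusted p = 0.028) and had -1.73 with TSA (adjusted p = 0.52; 0.026 without TSA library b). Tests of the IBET effect minus the TSA effect gave -3.49 for *admp.S* (adjusted p = 0.098; 0.047 without TSA library b), -1.64 for *bmp7.2.L* (adjusted p = 0.11) and -2.11 for *dlx3.S* (adjusted p = 0.84). With DESeq2 or no filter the difference passes for *admp.S* and *bmp7.2.L*, and in the blocked fit for *bmp7.2.L*. The copy *dlx3.L* had -3.73 with IBET (adjusted p = 0.086) and -3.31 with TSA (adjusted p = 0.029; 0.056 without TSA vehicle library a and 0.11 without b). *ventx1.2.S*, a target of BMP signalling, fell with both inhibitors (-2.18, adjusted p = 0.033, and -2.47, adjusted p = 0.024). The call is lost for IBET without IBET library a (adjusted p = 0.084) and for TSA without vehicle library b (0.079).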

Although our findings indicate that IBET treatment is impacting gene expression around the time when zygotic gene expression is first initiated (Fig. 4G), only 8% of genes zygotically transcribed at mid-blastula stages were significantly altered by BET inhibition, indicating that BET activity does not globally control zygotic gene activation but rather acts more selectively. This finding contrasts with recent work in zebrafish that found that 84% of zygotically transcribed genes were reduced in expression more than fourfold following JQ1 treatment (Chan et al., 2019). This difference may be explained by work showing that histone methylation, a histone PTM that is not recognized by BET proteins, also plays a crucial role in zygotic gene activation in *Xenopus* (Blythe et al., 2010). Β-Catenin recruitment of the arginine methyltransferase Prmt2 to target promoters results in dimethylation of histone H3 arginine 8, which is necessary and sufficient to establish the dorsal gene expression program. 

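The early dorsal genes *sia1* and *nodal3.1*, direct targets of maternal β-catenin, had 0 or 1 count per library in stage 9 explants of the IBET series and were not tested. Of 6 genes of the early dorsal program with enough counts, 0 passed with edgeR over all genes, with 4 at an unadjusted p under 0.05. DESeq2 called 1 lower and voom 0, and 2 fell when adjusted over the list alone (adjusted p = 0.46 with an estimated correlation). With TSA, *nodal3.1.L* was at least 60.8-fold higher (216 counts against 0, adjusted p = 0.026) and *sia1.L* at least 23.7-fold (84 counts against 0, adjusted p = 0.038; 0.051 without vehicle library b). With these counts a fall with IBET was not detectable at this depth.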

Genes in this program, such as *siamois* (*sia1*) and *xnr3* (*nodal3.1*), were not found to be altered by IBET, suggesting that BET protein function during zygotic gene activation is specific to the activation of neural/pluripotency gene expression.

Further insights into the role of BET activity in controlling stem cell attributes was gained by examining the effects of BET inhibition on explants reprogrammed to a neural crest progenitor state. We found that 2738 genes were differentially expressed in explants reprogrammed to a neural crest state by Wnt/Chrd compared with non-reprogrammed explants. Of these genes, 872 were upregulated, and we characterize these as the genes that define the neural crest/neural plate border state at stage 13 including *zic1*, *pax3*, *sp5*, *foxD3* and *snai1*. 

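*sox8.L*, a SoxE factor of early neural crest, fell with IBET in Wnt/Chrd explants at stage 13 from 62.7 ± 33.2 to 2.37 ± 0.973 CPM (SD, n = 3; log2 fold change -4.72, standard error 0.55, adjusted p = 0.0038). *tfap2a.S*, which encodes the AP-2 factor of the border and the crest, fell from 311 ± 91.6 to 57.8 ± 53.5 CPM (SD, n = 3; log2 fold change -2.43, standard error 0.62, adjusted p = 0.036), a call lost without any 1 library other than IBET library a. *tfap2a.L* stood at a log2 fold change of -1.0 (adjusted p = 0.18; 0.011 without IBET library a). *sox9.L* stood at 30.4 ± 5.93 CPM with IBET and 28.7 ± 24.4 CPM with vehicle (SD, n = 3; log2 fold change 0.08, standard error 0.58, adjusted p = 0.93), and *sox9.S* had a log2 fold change of -2.40 (adjusted p = 0.072; 0.047 without vehicle library b).

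At stage 17, 20 of 24 neural crest genes were lower with IBET (21 when adjusted over the list alone; adjusted p = 0.34 with an estimated correlation). The IBET libraries in which they fell had the lower share of reads counted in genes, 69.1% ± 1.70 against 73.6% ± 1.42 with vehicle (SD, n = 3). Whether the effect differs between stages 13 and 17 was not tested. *snai2.L* fell from 655 ± 51.1 to 0.79 ± 0.498 CPM (SD, n = 3; log2 fold change -9.70, standard error 0.53, adjusted p = 3.6e-05). *sox9.S* fell from 354 ± 21.8 to 16.7 ± 5.1 CPM (SD, n = 3; log2 fold change -4.41, standard error 0.28, adjusted p = 4.8e-05). *sox10.L*, a SoxE factor of migrating neural crest, was at least 3120-fold lower (adjusted p = 1e-04). *foxd3.S* fell from 93.2 to 0.284 CPM (log2 fold change -8.33, adjusted p = 6.3e-05) and *snai1.L* from 223 to 95.8 CPM (log2 fold change -1.22, standard error 0.17, adjusted p = 0.00097). *pax3.L* had -1.13 (adjusted p = 0.079; 0.016 without vehicle library a).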

When neural crest-reprogrammed explants were treated with vehicle or IBET at stage 9 and transcriptome changes quantified at neurula stages, 40% of the genes that define the neural crest state were downregulated in response to BET inhibition, including major known regulators *foxd3*, *pax3*, *snai1*, *snai2*, *sox8*, *sox9* and *tfap2a* (Fig. 5B,C).

When we compared the transcriptome changes that occur in response to IBET treatment in cells transiting from pluripotency to either a neural crest or epidermal state, it was striking that significantly fewer genes showed altered expression in the neural crest, potentially reflecting the less differentiated state of these cells relative to epidermal progenitors and a shared gene regulatory network (GRN) architecture with blastula stem cells. Among the epidermal genes most strongly downregulated by IBET were a number of keratins including Krt12.4, the transcription factor Tp63, Mcidas, a cell cycle protein associated with multi-ciliated cells, Xepsin, an epidermis-specific protease, and Foxj1, a key transcriptional regulator of multi-ciliated cells. 

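*tp63.S*, which encodes the p63 factor of basal epidermal cells, stood at 113 ± 63.3 CPM in uninjected explants with vehicle (SD, n = 3) and was lower with IBET by a ratio of 6940 (95% interval from counting 1250 to 274000, adjusted p = 4.2e-05). *xepsin.L* fell there from 433 ± 117 to 0.298 CPM (log2 fold change -10.51, standard error 0.64, adjusted p = 2.9e-05), and the keratin gene *krt12.4.S* by -11.21 in log2 units (standard error 1.05, adjusted p = 0.00013). *trim29.L* fell from 1670 ± 219 to 4.22 CPM (log2 fold change -8.63, adjusted p = 2.7e-05), and *gata3.S*, a GATA factor gene of the non-neural ectoderm, from 196 to 0.858 CPM (log2 fold change -7.83, adjusted p = 2.5e-05). *itln1.L*, which encodes a secreted lectin, fell with a log2 fold change of -12.26 (adjusted p = 0.00029). BMP signalling genes fell in 21 of 38 cases and rose in 4, as when adjusted over the list alone (adjusted p = 0.75 with an estimated correlation), with *bmp7.1.L* at -7.02 (adjusted p = 4.9e-05).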

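In uninjected explants at stage 13, *hmcn1.L*, which encodes hemicentin 1, reached 4.13 ± 2.77 CPM with IBET (SD, n = 3) from no count with vehicle and was at least 92.5-fold higher (adjusted p = 0.002). The tight junction gene *cldn5.S* rose from 0.184 to 42 ± 27.3 CPM (SD, n = 3; log2 fold change 7.77, standard error 0.91, adjusted p = 0.00035), and *cldn5.L* was higher by a ratio of 474 (95% interval from counting 131 to 3920, adjusted p = 0.00012). *hmcn1.L* was higher with IBET in Wnt/Chrd explants too, by a ratio of 47.9 (95% interval from counting 16 to 235, adjusted p = 0.022; lost without vehicle library c or IBET library b or c).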

Somewhat puzzlingly, among the genes most upregulated in prospective epidermis in response to IBET were *hnf1b*, a transcription factor best known for its role in kidney development, *hemicentin 1*, a fibulin family extracellular matrix protein, and *claudin 5*. Also upregulated were neuronal genes including *grin3b*, *nsmf*, *trpv1*, *marchf4*, *nkx2-2*, *ncam2*, genes associated with a neural progenitor state as well as pluripotency such as *zic1*, *zic2*, *zic4*, *zeb2*, *sox11* and *pou5f3.2*, and regulators of key developmental signaling including *sfrp2*, *efna2*, *mob3c*, *ptch2*, *fzd7*.

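Neuronal genes that rose were mostly at low levels. *grin3b.L*, which encodes a subunit of NMDA receptors, was higher by a ratio of 271 (95% interval from counting 92.2 to 1320, adjusted p = 4e-04), and *nsmf.L* and *trpv1.S*, with no count with vehicle, were at least 32.3-fold and 29.4-fold higher (adjusted p = 0.0014 and 0.0011). *marchf4.L* and *nkx2-2.S* were higher by ratios of 132 (23.3 to 5270, adjusted p = 0.00043) and 96.2 (26.3 to 801, adjusted p = 0.0012), and *ncam2.L*, which encodes a neural cell adhesion molecule, rose with a log2 fold change of 3.97 (standard error 0.79, adjusted p = 0.0041). *zic4.S* rose from 0.0594 to 2.77 CPM (log2 fold change 5.36, adjusted p = 0.00097), and *zeb2.L* rose with 5.56 (adjusted p = 0.002), with 1.85 for *zeb2.S* (adjusted p = 0.19). Of 17 neuron genes 6 rose and 5 fell (7 and 5 when adjusted over the list alone; adjusted p = 0.93 with an estimated correlation).

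*fzd7.L*, which encodes a Wnt receptor, rose from 14.1 ± 9.76 to 677 ± 256 CPM (SD, n = 3; log2 fold change 5.59, standard error 0.59, adjusted p = 0.00022). *efna2.S*, which encodes an ephrin, rose from 0.0788 to 9.42 CPM (log2 fold change 6.80, adjusted p = 0.0023). *mob3c.L* was higher by a ratio of 94.6 (95% interval from counting 16.5 to 3780, adjusted p = 0.001). Of 24 Wnt feedback genes and targets 9 rose and 2 fell, and of 18 FGF feedback genes and targets 8 rose and 3 fell, as when adjusted over each list alone (adjusted p = 0.55 and 0.75 with an estimated correlation).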

We used PCA to compare the datasets from this study to recently published transcriptomes for mesodermal and neural progenitors (Johnson et al., 2022). This PCA analysis indicated that IBET-treated epidermal and neural crest explants clustered closely together and closest to neural and pluripotent blastula cells. This was consistent with our finding that at neurula stages the neural plate is expanded in IBET-treated embryos (Fig. 1; Fig. S2), and that epidermal as well as neural crest reprogrammed explants displayed upregulation of genes associated with both pluripotency and the neural progenitors in response to BET inhibition. Our recent work provided evidence that the neural progenitor state lies closest in state space to pluripotent blastula cells compared with other lineages examined, with respect to both gene expression and transcriptome dynamics (Johnson et al., 2022). That work suggested that the onset of gastrulation can be considered a point in time when a group of equipotent cells (neural/epidermal) diverge and either continue changing state to become epidermal cells or do not continue changing state and default to neural cells. The finding that IBET-treated neurula-stage explants share features with both pluripotent blastula cells and neural progenitor cells regardless of lineage (epidermal versus neural crest) raised the possibility that blocking BET activity might extend the competence of initially pluripotent cells to transit to a neural progenitor state. Indeed, we found that by late gastrulation (stage 12) control explants are no longer competent to form neural progenitors in response to BMP inhibition, although if initially pluripotent explants are first treated with IBET (through stage 11) they remain competent to form neural tissue at least through stage 12 (Fig. 7B), a finding which could have implications for regenerative medicine. This is not, however, a complete retention of functional pluripotency, as similarly treated explants do not exhibit prolonged competence to give rise to endoderm in response to activin (Fig. 7E,F). These findings are consistent with studies of mouse ESCs that found when they were grown in the absence of exogenous factors or feeder layers, the majority (82%) of surviving cells expressed the neural marker nestin, suggesting that when pluripotency is lost/blocked, stem cells retain the ability to contribute largely to neural cell populations but not other lineages (Tropepe et al., 2001).

Going forward it will be important to identify the mechanisms through which BRD proteins regulate a specific subset of genes during zygotic genomic activation and compare that to the genes they directly control during the exit from pluripotency. This may be through interaction with specific binding partners, including neural crest/pluripotency factors. Similarly, it will be important to better understand the mechanistic connection between their role in pluripotency and in the neural crest. Data from this study and others suggest that the effects on global gene expression of pan-BET inhibition are likely due specifically to a loss of Brd4, although this prediction has not been tested thoroughly (Decker et al., 2017). Further studies comparing the activities of Brd2, Brd3 and Brd4 individually, particularly those involving domain swaps of the C terminus of Brd4, which is thought to confer differences in functionality between Brd4 and other BET members, onto Brd2 and Brd3 may be revealing as to how these proteins regulate pluripotency. Such experiments are complicated, however, by the large size of Brd4 (200 kDa), which makes expressing full-length protein to compare the functions of BET mutants challenging (Drumond-Bock et al., 2022). BET family proteins are of significant clinical relevance and BET inhibitors have shown promise in targeting neuroblastoma, a neural crest-derived cancer that is the most common pediatric solid tumor (Delmore et al., 2011). Moreover, dysregulation of histone acetylation has been linked to neural crest-related congenital defects including cleft lip and palate, and cardiovascular defects (Alsdorf and Wyszynski, 2005; Wyszynski et al., 2005). The current study provides novel insights into the functional roles of a key reader of histone acetylation marks in the maintenance of pluripotency and the establishment of neural crest stem cells and the transcriptome datasets generated may shed further light on these and other neurocristopathies.

## MATERIALS AND METHODS

### Embryological methods

Wild-type *Xenopus laevis* embryos were staged and collected in accordance with standard methods (Nieuwkoop et al., 2020). *In situ* hybridizations were performed on embryos and explanted animal caps using previously described methods (LaBonne and Bronner-Fraser, 1998). Microinjection of mRNA (Ambion, mMessage mMachine SP6 Transcription Kit) or morpholino (Gene Tools) was carried out in 1-4 cells at the two- to eight-cell stage as previously described (Lee et al., 2012) and manipulated embryos were then cultured in 0.1× Marc's Modified Ringer's Solution (MMR) [0.1 M NaCl, 2 mM KCl, 1 mM MgSO_4_, 2 mM CaCl_2_, 5 mM HEPES (pH 7.8), 0.1 mM EDTA] until being collected or dissected for animal cap explant assays. All animal cap explants were manually dissected during the early blastula stage and then cultured in 1× MMR until collection. For activin experiments, animal cap explants were dissected and immediately cultured in 1× MMR with 0.1% bovine serum albumin (BSA) and recombinant activin protein (R&D Systems) at a final concentration of 20-40 ng/ml for mesoderm induction and 100 ng/ml for endoderm induction. Manipulated embryos and/or explants were fixed in 1× MEM [100 mM MOPS (pH 7.4), 2 mM EDTA, 1 mM MgSO_4_] with 4% formaldehyde and dehydrated in methanol before *in situ* hybridizations. Results shown are representative of a minimum of three biological replicates.

### DNA constructs and inhibitor treatments

Full length *Xenopus brd2*, *brd3* and *brd4* clones were obtained from the *Xenopus* ORFeome (www.xenbase.org/reagents/static/orfeome.jsp) and subcloned into pGEM-T vector for synthesis of RNA probes. Full length *brd2, brd3* and *brd4*, and the short isoform of brd4, were subcloned into pCS2 vector for synthesis of mRNA for microinjection. For BET protein activity inhibition, embryos and/or animal cap explants were treated with IBET762, JQ1 or AZD5153 (Sigma-Aldrich) at final concentrations of 250 µM, 10 µM and 100 µM, respectively, in 0.1× or 1× MMR solution. For HDAC protein activity inhibition, embryos and/or animal cap explants were treated with TSA at a final concentration of 500 nM and BMP signaling activity was inhibited with K02288 at a final concentration of 20 µM.

### Western blot analysis

Five whole embryos or 10-12 animal explants per condition were lysed in TNE lysis buffer [50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 0.5 mM EDTA and 0.5% Triton X-100] supplemented with protease inhibitors [Aprotinin, Leupeptin and phenylmethylsulfonyl fluoride (PMSF)] and a complete Mini tablet (Roche). Proteins were resolved by SDS-PAGE, blotted and then probed for using the following antibodies: anti-H3K9Ac (#9649, Cell Signaling Technology, 1:2000), anti-H3K27Ac (ab4729, Abcam, 1:2000), anti-H3 (#3638 and #4499, Cell Signaling Technology, 1:1000), anti-Myc (9E10, Santa Cruz Biotechnology, 1:3000), anti-phospho-Rsmad-1/5/8 (Ser463/465, Sigma-Aldrich, 1:1000), anti-phospho-Smad2 (Ser465/467, Sigma-Aldrich, 1:500) and anti-actin (A2066, Sigma-Aldrich, 1:5000). IRDye secondary antibodies (LI-COR, 926-32210/926-68021, 1:20,000) were then used to detect proteins using the Odyssey platform (LI-COR Biosciences). Protein amounts were quantified using the Image Studio Lite software (LI-COR Biosciences), and normalized to H3 (H3K9AC and H3K27Ac) or actin (Myc, phospho-Rsmad-1/5/8 and phospho-Smad2).

### RNA isolation, cDNA synthesis and qRT-PCR

RNA isolation, cDNA synthesis and qRT-PCR were performed as previously described (Buitrago-Delgado et al., 2015). The primers used for the *ODC1*, *sox3*, *krt12.4* and *nrp1* genes have been described previously (Geary and LaBonne, 2018). *sox3*, *krt12.4* and *nrp1* expression were normalized to *ODC1* and the fold change was calculated relative to control samples collected at the same stage. Results show the mean average of three biological replicates and error bars depict the standard error of the mean. An unpaired, two-tailed *t*-test was used to determine statistical significance.

### Bioinformatic analyses

The obtained reads were checked for quality using FAST-QC (Babraham Bioinformatics) and aligned to the *Xenopus laevis* genome 9.2 (Xenbase) using STAR aligner (Dobin et al., 2013). The aligned reads were counted using HTSeq Counts (Anders et al., 2015).

Differential analysis was carried out in R using the DESeq2 package applying standard log-fold shrinkage procedures and TSA dataset and all IBET datasets were processed separately with their own controls (Love et al., 2014). Genes were considered significantly changed when *P*adj <0.05. For the zygotic gene activation analysis, egg-stage, stage 8 and stage 9 data were obtained from Xenbase (Session et al., 2016). The IBET and zygotic gene activation datasets were matched to find the overlapping genes, and only those were considered for the analysis. The zygotic gene activation dataset was filtered to remove genes which did not have transcripts per million (TPM) >0.5 in any of the three stages. Genes zygotically transcribed were identified based on the criteria of stage8 TPM/egg stage or stage9 TPM/egg stage >5.

### Animals

All animal procedures were approved by the Institutional Animal Care and Use Committee, Northwestern University, and are in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

## Supplementary Material

10.1242/develop.202990_sup1 Supplementary information

Table S1. Genes significantly changed by TSA and IBET List of genes significantly altered in response to both TSA and IBET by category

How the deposited data were processed for this re-analysis (not part of the article)

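RNA sequencing libraries of *Xenopus laevis* animal pole explants were analysed, 46 libraries in 18 conditions. In one series embryos were treated from the 2-cell stage with IBET762 or TSA, each with its own vehicle, and explants were collected at stages 9 and 13 with 2 libraries per group. In the other series uninjected and Wnt/Chrd explants were collected untreated at stage 9, or treated from stage 9 with IBET or vehicle and collected at stages 13 and 17, with 3 libraries per group. Conditions were taken from the sample labels and the names of the count columns, which carry letters and not the replicate numbers of the labels.

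The counts are whole reads per gene, made by the authors from reads trimmed with fastp 0.23.2, aligned with STAR 2.6.0 to version 9.2 of the genome and counted with HTSeq, and they were not scaled. The log2 fold changes in the tables of comparisons, as deposited, were made by the authors with DESeq2. The p-values and adjusted p-values in those tables were made by the authors with DESeq2 as well. They were used, with the log2 fold changes there, as an alternative and to look up which genes, and how many, the paper calls. The authors' stage 9 tables hold gene names that the counts lack. All 347 genes of category A in the paper's Table S1 are called there, and 269 of them appear in the counts under the same name. Whether the stage 9 tables were made from these same counts is thus open. The annotation version and the strand setting of the counting are not named in the paper's text. The reference gene list at hand belongs to another build, so that no coordinates are given. Libraries held 12902520 to 32022992 reads counted in genes. The tables list 49281 genes, and homeologous copies were kept apart as .L and .S. Each pair of libraries within a group was checked for duplicates, and the lowest chi-square per degree of freedom was 8.95, where copies would give a value near 0.

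Counts were analysed in R 4.3.3 with edgeR 4.0.16. For each comparison the libraries of both groups alone were fitted, with genes kept by filterByExpr (minimum count 10, minimum total 15), scaling by the trimmed mean of M values and the quasi-likelihood F test, two-sided by construction. Adjusted p-values follow the Benjamini-Hochberg method over all genes tested in the comparison, with a threshold of 0.05. Whether effects differ was tested as an interaction in one fit of the 4 groups concerned. Standard errors were worked back from the test, as the size of the log2 fold change over the square root of F. They were not estimated from the fit itself. Levels in CPM are means over the libraries of a group, with the SD between libraries. A gene with no count in one group is given as a lower bound against a floor of 3 counts over the group, and one with 1 to 3 counts as a ratio with its 95% counting interval. With 3 libraries against 3 an exact permutation test cannot reach a p below 0.1, so none was run for single genes.

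A total of 27 gene lists were written from general knowledge of the genes: pluripotency, neural crest, neural plate border, epidermis, multiciliated cells, ionocytes, cement gland and secretory cells, placode, neural progenitors, neurons, mesoderm, endoderm, the early dorsal program, maternal transcripts, Wnt feedback and targets, BMP signalling, FGF feedback and targets, cell cycle, p53 targets, immediate early genes, heat shock and unfolded protein, histone deacetylases, HDAC inhibitor response, BET and P-TEFb, ribosomal proteins, posterior Hox, and blood and endothelium. The list of ribosomal proteins was taken by symbols that begin with rpl or rps, which also takes in kinase genes such as *rps6ka1.L*. Members were counted by their calls over all genes and again adjusted over the list alone. Lists were also compared with all other genes by camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated correlation, and the latter is given, adjusted over the lists of a comparison. With an estimated correlation the degrees of freedom are limited by the number of libraries. A large p there thus does not show that a list stayed unchanged. For BMP signalling with IBET at stage 9 the estimated correlation was -0.01. The adjusted p was 0.12 with it and 1.8e-10 with the preset. Genes are named by a fixed rule. It takes every gene that the paper names for these data, the 5 largest rises and the 5 largest falls of each comparison among annotated genes that passed with a mean log2 CPM of at least 2 and no overlap between groups, and up to 4 members of each list with the smallest adjusted p. The paper's text, legends and tables count as seen when the rule was written. Some genes that the rule takes are not reported here. Overlaps of called genes are set beside the number that independent lists would share. Principal components were computed from the 500 genes of largest variance in log2 CPM with a prior count of 2.

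The test was tried on simulated data made from the counts, with 50 genes changed at each of several folds. At 4-fold it recovered 41 of 50 for IBET at stage 9, 43 for TSA, 9 for Wnt/Chrd against uninjected explants at stage 13, 8 for IBET in Wnt/Chrd explants, 29 for the difference between inhibitors and 7 for that between explants. At 16-fold it recovered 47, 48, 45, 41, 43 and 24. The larger folds were added after the 2-fold changes were seen to be missed at stage 13. The share of false calls was 12.1% for IBET and 19.7% for TSA at stage 9, 8.21% for the difference between inhibitors, and 2.04% to 5.83% in the other simulated comparisons. In the simulations with 2 libraries per group it was thus above the 5% that the threshold allows. Simulated libraries were drawn independently of each other, without the resemblance between libraries of the same letter. The recoveries and shares of false calls thus need not hold for the data.

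Alternatives were DESeq2 1.42.0, limma's voom with quality weights, RLE size factors, library totals alone, no filter on low counts, a mean count of at least 20, all groups of a stage in one fit, libraries thinned to the smallest total, the authors' p-values, a further threshold of 1 on the log2 fold change, and leaving out each library in turn. The planned block by replicate number was not run, since the columns carry letters. Libraries of the same letter resembled each other across treatments, and in the second series all 21 libraries set against another group correlated best with the library of their own letter there (r from 0.236 to 0.864 over 11592 genes, which are not independent replicates). A block by letter, a threshold of 1.5 on the log2 fold change, libraries b and c alone, and overlaps between stages that share no library were added after the data were seen. The published transcriptomes of neural and mesodermal explants that the paper sets beside its own were not used here, nor was its list of zygotic genes.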

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

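The tests of a wider spread, of composition under TSA, of vegetal transcripts and of a TSA response that IBET does not share were chosen only after the results were seen, as was the scaling by library totals in which composition was read.

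The first pattern is the lower number of genes changed by IBET in Wnt/Chrd than in uninjected explants at stage 13, which the paper relates to a less restricted state of neural crest cells. A lower depth is argued against, since the Wnt/Chrd libraries were not the shallower ones. Their median totals were 25400487 with vehicle and 20671768 with IBET, against 22504061 and 17607144 in uninjected explants. With all libraries thinned to the smallest total the count in uninjected explants was still 3.28 times that in Wnt/Chrd explants. With no shortfall in depth to remove, thinning could hardly have favoured this explanation. A wider spread between the Wnt/Chrd libraries is a candidate explanation, because with all 4 groups in one fit, which gives both comparisons the same spread, the ratio was 1.42, and with libraries b and c alone it was 1.18. Smaller effects in Wnt/Chrd explants cannot be told apart from equal ones, since over 5710 genes changed the same way in both at stage 17 the median log2 fold change in Wnt/Chrd explants was 0.826 times that in uninjected explants, 0.641 without Wnt/Chrd vehicle library a and 0.934 without Wnt/Chrd vehicle library b. The count ratio itself was 1.78 without IBET library a and 15.9 without IBET library c of the Wnt/Chrd explants, and the state of the cells stays open.

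The second pattern, in data that the paper does not report on, is the change of 17955 of 24707 genes at stage 13 with TSA from the 2-cell stage, 9115 higher and 8840 lower. The share of reads counted in genes was 64.7% ± 1.05 (SD, n = 2) with TSA and 75% ± 0.441 (SD, n = 2) with vehicle. The change is in line with explants held at their stage 9 expression, since 79.5% of the genes called in both moved to the side they have at stage 9 in uninjected explants without inhibitor, 78.4% to 80.9% without any 1 library. For IBET from the 2-cell stage the share was 76.4%, but 74.4% to 77.9% without any 1 library, which spans the bound of 75 set for it, and this case stays open. A shift in composition is not excluded for TSA, as the share of called genes that were higher was 50.8% with scaling by the trimmed mean and 68.9% with library totals alone, and the median log2 fold change was 0.12 and 0.71.

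The third pattern is the rise of mesoderm, endoderm and early dorsal genes with TSA at stage 9, 19 genes with a median log2 fold change of 3.69. Cells of the vegetal or marginal zone cannot be told apart from a response to TSA, since 10 transcripts stored in the vegetal egg had a median log2 fold change of 0.08, but their vehicle level was 15.8 CPM (median) beside a median rise of 20.5 CPM for the 19 genes, and their level in vegetal cells was not analysed here. Only *vegt.L* among them rose (log2 fold change 0.90), and those with the lowest vehicle level, *dazl.L* (1.72 to 2.5 CPM), *grip2.L* (3.01 to 3 CPM) and *dnd1.L* (4.47 to 5.36 CPM), did not pass. A response to TSA that IBET does not share also stays open, as the IBET minus TSA difference was below 0 for all 19 genes, which were chosen for their rise with TSA, and passed the test for 9 (47.4%).

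Tests of the difference between inhibitors at stage 9 called 218 genes, with IBET minus TSA differences of -2.75 for *not.L*, -3.65 for *plk2.L*, -4.25 for *cxcr4.L*, -5.38 for *aplnr.L* and -2.13 for *myod1.L*. Those between stages 9 and 13 of the IBET effect called 7270 genes, with differences of 3.23 for *sox3.L*, 1.64 for *pou5f3.2.L* and 1.25 for *ventx2.2.L*. Between Wnt/Chrd and uninjected explants the IBET effect differed for 524 genes, by -5.80 for *pax3.S*, 3.47 for *efnb2.L*, 4.09 for *tekt1.L* and 6.99 for *atp6v1b1.L*. Whether chance is excluded for this count stays open. Of 60 splits that exchange explant kinds within each treatment, the real one included, 4 called as many genes, the highest other 639. The other 3 of these, with 639, 634 and 536 genes, move only IBET libraries of letters b and c, and so keep the real difference between the vehicle groups, which enters the test. The 56 splits that move a vehicle library called 0 with edgeR at an adjusted p under 0.05 (counts without adjustment and by other tools were not computed).

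In data that the paper does not report on, 8894 of 21597 genes differed between Wnt/Chrd and uninjected explants with vehicle at stage 17, 4084 higher and 4810 lower, and scaling by library totals alone moved the median log2 fold change from 0.01 to 0.24 and the share of called genes that were higher from 45.9% to 59.2%. Between untreated explants at stage 9, 5 of 20482 genes differed, all higher in Wnt/Chrd explants, and the groups did not overlap for 3.39% of genes, where chance gives 10%. Neither value takes into account that libraries of the same letter resemble each other (r from 0.859 to 0.864), and with the letter as a block, chosen after the results were seen, 465 genes differed.

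The comparisons of 3 libraries against 3 allow 10 splits, too few for a share of splits under 5%. Libraries of the same letter resemble each other, and only 4 of the 10, the real one included, part every pair of the same letter. The real split gave 2479 genes between explants at stage 13, 10231 for IBET in uninjected and 3163 in Wnt/Chrd explants, and 8894, 10373 and 10783 for the same comparisons at stage 17, and 5 between explants at stage 9. In each case 1 of the 10 splits, the real one, called as many genes, and the highest other called 0 with edgeR at an adjusted p under 0.05 (counts without adjustment and by other tools were not computed for the splits).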

How the results depend on the processing

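The block by letter, the threshold of 1.5 on the log2 fold change and the fits of libraries b and c alone were chosen after the results were seen, and the other alternatives were planned. The planned block by replicate number was not run, since the count columns carry letters, and thinning was planned for stage 13 alone. Of 461 values of 26 results under an alternative, 351 stayed on the same side and within 1.5 times the value given, or within the spread between libraries for shares and distances, and 110 moved. For shares and distances that spread was taken from the fits without 1 library themselves, so those fits could hardly count as moved. The share of genes higher in Wnt/Chrd explants that IBET lowers, 29.7%, ran from 6.48% to 55.4% without 1 library and still counted as unmoved. RLE size factors, library totals alone, a mean count of at least 20, thinning and a threshold of 1 on the log2 fold change moved no count by more than 1.5 times. Of 397 results for named genes, 242 kept their direction and their side of the threshold under every alternative run. None of those that passed changed direction in any of the 6758 values. Among those that did not pass, 23 values of 10 results did, and 1 of these values passes, *pou5f3.2.L* with TSA at stage 13 (log2 fold change 0.53, adjusted p = 0.0051, with library totals alone).

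Counts rose under DESeq2 and the block and moved both ways under voom, and the cause was not tested. With DESeq2, 991 genes changed with IBET and 950 with TSA at stage 9, 440 with both, and 84.4% of the genes changed by IBET and not TSA were lower. At stage 13 DESeq2 called 4210 genes between Wnt/Chrd and uninjected explants and 5634 for IBET in Wnt/Chrd explants, with 639 genes of the Wnt/Chrd state lowered by IBET and 58 raised. At stage 9 it called 22 genes between explants, and the difference tests gave 510 genes between inhibitors and 1305 between explants. With voom the stage 13 counts were 4462 between explants, 8783 for IBET in Wnt/Chrd explants, 1028 lowered and 68 raised. Its difference tests gave 137 genes between inhibitors and 1611 between explants. Voom called 0 genes between explants at stage 9, where edgeR called 5, with 163 at an unadjusted p under 0.05.

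With the letter as a block, 2526 genes changed with IBET and 2981 with TSA at stage 9, 1530 with both, and the lower share was 81.4% for IBET and 72.5% for the genes changed by IBET and not TSA. At stage 13 the block gave 5212 genes between explants and 6272 for IBET in Wnt/Chrd explants, with 772 lowered and 72 raised, and at stage 9 it gave 465 between explants. Its difference tests gave 499 genes between inhibitors and 997 between explants. Libraries b and c alone gave 7950 genes for IBET in Wnt/Chrd explants, 555 lowered and 35 raised, and 836 differing between explants.

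Without a filter on low counts, which tests more genes, 991 genes changed with IBET at stage 9, 244 with both inhibitors, 478 differed between inhibitors and 811 between explants. One fit of all groups of a stage gave 1015 genes for IBET at stage 9, 286 for both inhibitors, 6531 for IBET in Wnt/Chrd explants at stage 13 and 51 genes raised there. In the authors' own table 920 genes are called for TSA, 715 of them tested here. The authors' p-values were taken for the genes tested here and adjusted over those alone. At stage 9 they gave 717 genes for TSA and 326 for both inhibitors. At stage 13 they gave 4209 genes between explants, 5644 for IBET in Wnt/Chrd explants, 696 lowered and 66 raised. The threshold of 1.5 on the log2 fold change, which keeps fewer genes by its construction, left 5727 of the IBET and 9639 of the TSA genes at stage 13 after treatment from the 2-cell stage. It left 6326 for IBET in Wnt/Chrd explants and 5179 between explants at stage 17, 101 for both inhibitors, and 3829 for the difference between stages 9 and 13.

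Leaving out 1 library moved counts in either direction. Where it leaves a group with 1 library, that library is assumed to vary like those of the other group. At stage 9 the count for IBET ran from 404 without IBET library a to 664 without vehicle library a, and for TSA from 279 without vehicle library b to 690 without TSA library a. For both inhibitors it ran from 108 without TSA vehicle library b to 213 without TSA library b. The difference between inhibitors fell in every case, from 68 without TSA vehicle library b to 167 without TSA library a, and that between stages 9 and 13 ran from 4790 to 6261. The lower share for IBET ran from 86.1% to 93.4%. Between explants at stage 13 the count ran from 737 without uninjected vehicle library c to 4024 without Wnt/Chrd vehicle library a. For IBET in Wnt/Chrd explants it ran from 644 without IBET library c to 5732 without IBET library a, for genes lowered from 59 to 504 without the same libraries, and for genes raised from 4 without vehicle library c to 21. The difference between explants ran from 189 without uninjected vehicle library a to 920 without Wnt/Chrd vehicle library a. Between explants at stage 9 the count was 2 to 4. Of the top 100 genes of the Wnt/Chrd state, IBET lowered 21 without IBET library c and 60 without IBET library a.

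On all principal components, the distance between uninjected and Wnt/Chrd explants with IBET was 0.445 times that with vehicle, 0.383 to 0.488 without 1 library. The distance of IBET-treated to stage 9 explants was 0.616 times that of vehicle-treated ones for uninjected explants, 0.551 to 0.682 without 1 library, and 0.861 with all genes. For Wnt/Chrd explants it was 0.75, 0.697 to 0.816 without 1 library, 0.862 with 2000 genes and 0.928 with all genes. Depth limits what can be said of genes near the floor, such as *sia1* and *nodal3.1* with IBET at stage 9 and *pax3.L* and *foxd3.S* in uninjected explants at stage 13.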

Differences from the paper's values

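All alternatives named here were set before the data were examined, apart from the block by letter, the threshold of 1.5 on the log2 fold change, and libraries b and c alone, which were chosen after seeing the values. A value here is called within the paper's where the larger of both is at most 1.5 times the smaller. Such a value can thus still lie well above or below that of the paper. The paper's methods state an adjusted p under 0.05 as the only threshold for its counts. Its stage 13 counts of 2738, 3937 and 6561 are, in the authors' own tables, genes that also have a log2 fold change of at least 1.5 in size. At stage 9 the sets of genes are unlike, since 715 of the 920 genes called for TSA and 729 of the 957 for IBET were tested here.

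At stage 9, 446 genes changed with TSA here and 920 in the paper. The value lies within the paper's with DESeq2, the authors' p-values and without TSA library a. It does not with voom, RLE size factors, library totals alone, no filter, a mean count of at least 20, one fit of all groups, a log2 fold change of at least 1 or without any of the other 3 libraries. With IBET, 498 genes changed here and 957 in the paper. The value lies within the paper's with DESeq2, no filter, one fit of all groups, the authors' p-values and without vehicle library a, and not with voom, RLE size factors, library totals alone, a mean count of at least 20, a log2 fold change of at least 1 or without any of the other 3 libraries.

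Both inhibitors changed 154 genes here and 424 in the paper. DESeq2, one fit of all groups and the authors' p-values bring the value within the paper's. Voom, RLE size factors, library totals alone, no filter, a mean count of at least 20, a log2 fold change of at least 1 and leaving out any 1 of 8 libraries do not. IBET and not TSA changed 344 genes here and 533 in the paper. This is within the paper's with DESeq2, no filter, one fit of all groups, the authors' p-values, and without library a of the IBET vehicle or library b of the TSA vehicle. It is not with voom, RLE size factors, library totals alone, a mean count of at least 20, a log2 fold change of at least 1 or without any other library.

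Of the genes higher in Wnt/Chrd explants, IBET raised 22 here and 34 in the paper. No filter and one fit of all groups give values within the paper's. DESeq2, voom, RLE size factors, library totals alone, a mean count of at least 20, the authors' p-values, thinning, a log2 fold change of at least 1 and leaving out any 1 of 9 libraries do not. Libraries b and c alone, chosen after seeing the values, gave 35, and drop 19 of the paper's 34 genes. In the authors' own tables 1784 genes are higher in Wnt/Chrd explants at an adjusted p under 0.05, 872 of them by a log2 fold change of at least 1.5, and 5643 genes change with IBET there, 3937 of them by at least 1.5 in size. With that threshold, chosen after seeing the values, the number here is 15.

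In uninjected explants at stage 13, IBET changed 10231 genes here and 6561 in the paper. A mean count of at least 20, one fit of all groups, a log2 fold change of at least 1 and leaving out any 1 library but IBET library a give values within the paper's. DESeq2, voom, RLE size factors, library totals alone, no filter, the authors' p-values and thinning do not. Libraries b and c alone gave 9386 genes and a log2 fold change of at least 1.5 gave 6853, settings chosen after seeing the values, and they drop 923 and 261 of the 6561 genes that the paper calls. In the authors' own table 10812 genes have an adjusted p under 0.05, and 6561 of them a log2 fold change of at least 1.5 in size.

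For the neural crest regulators *sp5.L*, *sp5.S*, *pax3.L*, *pax3.S*, *foxd3.S* and *snai1.L* in Wnt/Chrd against uninjected explants, the largest adjusted p in units of 1e-07 was 160000 here, that of *foxd3.S* at 0.016, and 2.28 in the paper. The authors' p-values give 2.3, which is within the paper's. DESeq2 gives 1.3, and neither it nor voom, RLE size factors, library totals alone, no filter, a mean count of at least 20, one fit of all groups, a log2 fold change of at least 1 or leaving out any library does so.

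The paper shows *pou5f3.2* and *ventx2.2* lower with IBET at stage 9 (Fig. S2B). The adjusted p was 0.088 for *pou5f3.2.L*, 0.63 for *pou5f3.2.S*, 0.17 for *ventx2.2.L* and 0.086 for *ventx2.2.S*, each with a fold change below 0. *pou5f3.2.L* passes with DESeq2, no filter, the block, the authors' p-values and without vehicle library a. *ventx2.2.S* passes with DESeq2, no filter, the block, one fit of all groups and without IBET library a, and the other 2 with the block.

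The paper places pluripotency genes among those lowered by both inhibitors, and among them *sall4.L*, *prdm1.S*, *fgfr4.S*, *tfap2a.L* and *sox3.L* passed both tests here. *klf2.S*, *lin28a.S* and *sox2.L* passed for IBET and not for TSA, where they pass with DESeq2, the block and the authors' p-values, *lin28a.S* and *sox2.L* also with no filter and one fit of all groups, and *lin28a.S* with voom. *prdm14.S* passed for TSA, and for IBET passes with DESeq2, no filter, the block, one fit of all groups, the authors' p-values and without vehicle library a. *pou5f3.2.L* had log2 fold changes of -0.67 with IBET and -0.39 with TSA (adjusted p = 0.53), and *pou5f3.3.L* of 0.11 (adjusted p = 1) and -0.04 (adjusted p = 1).

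Of the lineage markers that the paper gives as raised by TSA and lowered by IBET, *not.L*, *aplnr.L* and *cxcr4.S* passed both tests. *plk2.L* and *lmo4.2.S* passed for TSA, and for IBET pass with DESeq2, no filter, the block, one fit of all groups and the authors' p-values, *plk2.L* also without vehicle library a. *foxi1.L* passed for IBET, and for TSA passes with DESeq2, the block, one fit of all groups, the authors' p-values and without vehicle library a or TSA library b. The paper shows no effect of IBET on *myod1* and *sox17b* (Fig. 4B), by another method. Here *myod1.L* rose with IBET (adjusted p = 0.018) and *sox17b.1.L* fell (adjusted p = 0.041; 0.061 to 0.16 without any 1 of the 4 libraries), while its copy *sox17b.1.S* did not pass with a log2 fold change of 1.67 (adjusted p = 0.067), and the paper's Table S1 lists *myod1.L* and *sox17b.1.S* as raised by both. The paper gives *admp*, *dlx3* and *ventx1.2* as changed by IBET and not TSA, and *ventx1.2.S* passed both tests (adjusted p = 0.033 and 0.024), while the paper's Table S1 lists *admp.S*, *dlx3.L* and *ventx1.2.S* as lowered by both.

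At stage 13 the paper gives *sox11*, *nes*, *dkk1*, *sfrp2* and *spry2* as genes of the neural crest state raised by IBET. Here *sox11.L* and *sfrp2.S* passed both tests. *nes.S* passed for IBET and had an adjusted p of 0.07 between explants, where it passes with DESeq2, the block, one fit of all groups and the authors' p-values. For IBET *dkk1.S* passes with DESeq2, no filter and the authors' p-values, *dkk1.L* with DESeq2 and the authors' p-values, and *spry2.L* and *spry2.S* with DESeq2, voom, the block and the authors' p-values. *spry2.L* passes too with libraries b and c alone.

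The paper gives *krt12.4.L* as lowered in epidermal explants only, and it fell in Wnt/Chrd explants too (log2 fold change -12.06, adjusted p = 0.017). Of its genes raised in both, *sox3.S*, *zic1.L* and *not.L* had an adjusted p of 0.11 in Wnt/Chrd explants at stage 13. All of them pass there with DESeq2, voom, no filter and the authors' p-values, *sox3.S* and *not.L* also with libraries b and c alone, *not.L* with the block, *sox3.S* without vehicle library a and *zic1.L* without vehicle library b. At stage 17 *sgk1.L* in uninjected explants (adjusted p = 0.093) passes with voom, the block, the authors' p-values and without IBET library a. *efnb2.S* in Wnt/Chrd explants (adjusted p = 0.063) passes with DESeq2, no filter, the block, the authors' p-values and without vehicle library b or c, and *ccnd2.L* in uninjected explants had an adjusted p of 0.46 where *ccnd2.S* passed. In Wnt/Chrd explants at stage 13 *ccnd2.S* passed (log2 fold change 1.85, adjusted p = 0.05) and *ccnd2.L* did not (1.55, adjusted p = 0.052). *ccnd2.L* passes there with DESeq2, voom, RLE size factors, no filter, a mean count of at least 20, the block, one fit of all groups, the authors' p-values, thinning, libraries b and c alone and without IBET library a. *ccnd2.S* loses the call with library totals alone, thinning and without any vehicle library or IBET library b or c.

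Among the neural crest genes that the paper gives as lowered by IBET, *foxd3.S*, *pax3.L*, *snai1.L*, *snai2.L*, *sox8.L* and *tfap2a.S* passed in Wnt/Chrd explants at stage 13. *sox9.S* had a log2 fold change of -2.40 (adjusted p = 0.072) and *sox9.L* of 0.08 (adjusted p = 0.93). *sox9.S* passes with DESeq2, no filter, the authors' p-values and without vehicle library b. *sox9.L* passes only with libraries b and c alone, chosen after seeing the values, where it is higher (log2 fold change 1.14, adjusted p = 0.045).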

Other observations

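The comparisons between stages that share no library were chosen only after the results were seen, and the other values below come from comparisons that were planned.

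TSA from the 2-cell stage left explants at stage 13 with high levels of mesoderm, early dorsal and neural progenitor genes and low levels of epidermal genes. Of the mesoderm list 20 of 20 genes were higher with 2 libraries against 2, of the early dorsal program 7 of 7, and of the neural progenitors 35 of 47 with 9 lower. These counts were the same when adjusted over the list alone, and with an estimated correlation the adjusted p was 0.37 for each of the 3 lists. Of the blood and endothelium list, of cells outside the explant, 9 of 11 genes were higher and 1 lower, also when adjusted over the list alone (adjusted p = 0.37 with an estimated correlation), with a median log2 fold change of 3.75 beside 3.58 for the mesoderm list. Of the endoderm list 9 of 17 genes were higher and 7 lower, also when adjusted over the list alone (adjusted p = 0.79 with an estimated correlation). Of the epidermis list 27 of 33 genes were lower and 1 higher, and of BMP signalling 32 of 38 lower and 5 higher, as when adjusted over the list alone (adjusted p = 0.37 for both with an estimated correlation). *myod1.L* was at 29.7 CPM with TSA and 0.534 with vehicle (log2 fold change 5.80, adjusted p = 1.4e-06), and *sox17b.1.L* (4.54, adjusted p = 7.3e-06), *tbxt.S* (3.19, adjusted p = 1.5e-05) and *sox3.S* (2.93, adjusted p = 7.2e-07) were higher too. *krt12.4.L* was at 2.94 CPM with TSA and 3330 with vehicle (-10.21, adjusted p = 1.5e-07), and *foxj1.S* was lower (-3.17, adjusted p = 1.8e-06). *pou5f3.2.L* did not pass (-0.06, adjusted p = 0.68; 0.53, adjusted p = 0.0051, with library totals alone) and *pou5f3.2.S* rose (1.15, adjusted p = 0.00052). The named genes that passed did so without any 1 library. TSA and IBET from the 2-cell stage lowered 5414 genes in common at stage 13, where independent lists would share 2534, and raised 4125 in common, where independent lists would share 1898. TSA raised and IBET lowered 240 genes, and TSA lowered and IBET raised 290.

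Neural crest genes set Wnt/Chrd apart from uninjected explants at stage 17 with vehicle. Of the neural crest list 20 of 24 genes were higher and 1 lower, and of the neural plate border 14 of 19 higher and 1 lower, with the same counts adjusted over the list alone (adjusted p = 0.15 and 0.21 with an estimated correlation). The multiciliated list was lower in 29 of 29 genes, also when adjusted over the list alone (adjusted p = 0.15 with an estimated correlation). *sox10.L* was at least 3160-fold higher, *foxd3.S* at least 2010-fold higher and *pax3.L* 13000 times higher (3590 to 107000). *snai2.L* was at 611 CPM against 9.59 (log2 fold change 5.99, adjusted p = 3.1e-05), and *szl.L* was at least 6150-fold lower. Each of these genes passed without any 1 library, with 3 libraries per group.

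Without the block by letter, the genes that differed at stage 9 between untreated Wnt/Chrd and uninjected explants are *wnt8a.L*, *wnt8a.S*, *chrd.1.S*, *sia1.L* and *hbg1.L*. Embryos for the Wnt/Chrd explants were injected with mRNA for Wnt8a and Chordin. Reads of injected and endogenous *wnt8a* and *chrd.1* were not told apart. Whether the reads counted for *hbg1.L* come from the injected mRNA was not tested. *wnt8a.L* was at 3490 CPM ± 709 (SD, n = 3) against 0.192 (log2 fold change 14.12, adjusted p = 6.6e-05, and 1e-04 to 0.0036 without 1 library). *chrd.1.S* was at 4410 CPM ± 3110 (SD, n = 3) against 0.0464 (16.44, adjusted p = 0.026), and passes only without Wnt/Chrd library b or c when 1 library is left out (adjusted p 0.0047 to 0.32). *wnt8a.S* was at least 1980-fold higher (adjusted p = 0.034) and *sia1.L* 920 times higher (165 to 36400, adjusted p = 0.044), and both lose the call without any 1 of the 6 libraries (adjusted p 0.063 to 0.43 and 0.25 to 0.41). *hbg1.L* was at least 8630-fold higher (adjusted p = 0.0098) and loses the call without Wnt/Chrd library b or c (adjusted p 0.019 to 0.14). Of 9 genes of the early dorsal program 1 was higher, 5 when adjusted over the list alone (adjusted p = 0.065 with an estimated correlation).

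Genes of BET proteins and P-TEFb responded to IBET. In uninjected explants at stage 17, 12 of 16 were higher and 1 lower (13 and 1 when adjusted over the list alone, adjusted p = 0.43 with an estimated correlation), and in Wnt/Chrd explants 12 of 16 were higher, also when adjusted over the list alone (adjusted p = 0.34 with an estimated correlation). *brd2.S* rose in both (log2 fold change 2.14, adjusted p = 0.00059, and 1.89, adjusted p = 0.00023), with 3 libraries per group. At stage 9 after IBET from the 2-cell stage 2 of the 16 were lower, 5 when adjusted over the list alone (adjusted p = 0.18 with an estimated correlation), among them *ccnt2.S* (-1.07, adjusted p = 0.02). The effect of IBET from the 2-cell stage was higher at stage 13 than at stage 9 for 7 of the 16 and lower for 1, 9 and 1 when adjusted over the list alone (adjusted p = 0.57 with an estimated correlation), and no difference to stage 17 was tested.

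The list of ribosomal protein genes was taken by symbols that begin with rpl or rps, which also takes in kinase genes such as *rps6ka1.L*. At stage 13, IBET from the 2-cell stage lowered 78 of 148 genes of this list and raised 6, and TSA lowered 133 of 149 and raised 5. Adjusted over the list alone the counts were 78 and 6, and 133 and 6, and the adjusted p with an estimated correlation was 0.8 and 0.37. With library totals alone they were 66 lower and 9 higher for IBET, and 80 lower and 15 higher for TSA. Of the cell cycle list TSA lowered 36 of 46 genes and raised 2, also when adjusted over the list alone (adjusted p = 0.44 with an estimated correlation), and 26 and 9 with library totals alone. Of the posterior Hox genes IBET lowered 9 of 15 and raised 1 (adjusted p = 0.8 with an estimated correlation), while TSA raised 8 of 12 (adjusted p = 0.37), with the same counts adjusted over the list alone. IBET raised 10 of 19 genes of heat shock and the unfolded protein response and lowered 3, also when adjusted over the list alone (adjusted p = 0.8 with an estimated correlation). Of the blood and endothelium list at stage 9, TSA raised 2 of 6 genes and IBET 1 of 5, and 4 and 2 when adjusted over the list alone (adjusted p = 0.22 and 0.18 with an estimated correlation). With IBET from stage 9 it rose at stage 13 in 3 of 5 genes in uninjected and 3 of 5 in Wnt/Chrd explants, 3 and 4 over the list alone (adjusted p = 0.55 and 0.41 with an estimated correlation). At stage 17 it rose in 3 of 5 and 4 of 6, 3 and 5 over the list alone with 1 lower in uninjected explants (adjusted p = 0.43 and 0.34 with an estimated correlation).

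Of the 434 genes that IBET from the 2-cell stage lowered at stage 9 and that were tested at stage 13, it lowered 208 at stage 13, where independent lists would share 124, and raised 105, where independent lists would share 117. All 39 genes raised at stage 9 and tested at stage 13 were raised there. Between stages 13 and 17, IBET lowered 3112 genes in common in uninjected explants and 1461 in Wnt/Chrd explants, and raised 2562 and 1089. Of the genes higher in uninjected than in Wnt/Chrd explants at stage 13, IBET lowered 1249 of 1551 in uninjected explants, a comparison that shares vehicle libraries. In sets that share no library, IBET at stage 13 lowered 568 of the genes higher in Wnt/Chrd explants at stage 17, where independent lists would share 342, and raised 126, where they would share 195.5. At stage 17 it lowered 308 of those higher at stage 13, where independent lists would share 231, and raised 214, where they would share 213.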
